# Transcriptome Analyses of Heart and Liver Reveal Novel Pathways for Regulating Songbird Migration

**DOI:** 10.1038/s41598-019-41252-8

**Published:** 2019-04-15

**Authors:** William J. Horton, Matthew Jensen, Aswathy Sebastian, Craig A. Praul, Istvan Albert, Paul A. Bartell

## Abstract

Many birds undertake long biannual voyages during the night. During these times of the year birds drastically reduce their amount of sleep, yet curiously perform as well on tests of physical and cognitive performance than during non-migrating times of the year. This inherent physiological protection disappears when birds are forced to stay awake at other times of the year; thus these protective changes are only associated with the nocturnal migratory state. The goal of the current study was to identify the physiological mechanisms that confer protection against the consequences of sleep loss while simultaneously allowing for the increased physical performance required for migration. We performed RNA-seq analyses of heart and liver collected from birds at different times of day under different migratory states and analyzed these data using differential expression, pathway analysis and WGCNA. We identified changes in gene expression networks implicating multiple systems and pathways. These pathways regulate many aspects of metabolism, immune function, wound repair, and protection of multiple organ systems. Consequently, the circannual program controlling the appearance of the migratory phenotype involves the complex regulation of diverse gene networks associated with the physical demands of migration.

## Introduction

Each spring and fall billions of songbirds undergo seasonal migration. Although these birds are typically diurnal, migratory flight is performed during the night. The seasonal timing of the appearance of migratory behavior is controlled by a circannual clock and shaped by daily photoperiod, while a circadian clock is responsible for the daily changes in the appearance of activity^1–3^. The circannual clock directs phenotypic changes within the body of the bird to create a so called “migratory syndrome”^4^. Although we do know that changes in some signaling molecules, such as corticosterone, adiponectin, and PACAP are part of this migratory syndrome, little is known about the molecular regulation that permit these signals to seasonally change. Other characteristics of this syndrome include, but are not limited to, fat accretion, alterations of metabolic profiles, muscle hypertrophy, increased energetic output, and the appearance of directionally oriented nocturnal wing-whirring. One consequence of the resulting nocturnal activity - commonly called Zugunruhe when displayed in captivity - is the accumulation of an extreme sleep deficit. Extreme sleep debt is typically associated with a host of health consequences, both in birds and humans (e.g. for a recent review in humans see^5^). However, birds undergoing Zugunruhe do not experience the typical maladaptive side effects associated with sleep deprivation. For example, birds exhibiting Zugunruhe perform well on cognitive tasks, although they do poorly on these tasks when forced to stay awake outside of the migratory period^6^. Birds also do not exhibit metabolic disease associated with extreme sleep deficits, such as increased incidence of diabetes and greater glucose insensitivity. Furthermore, cardiovascular disease is not only absent, but cardiovascular output is improved during migration^7^. Due to the lack of maladaptive consequences during migration, particularly in metabolic and cardiac functions, we sought to understand the mechanisms that regulate the migratory syndrome by conducting a transcriptome analysis of the heart and liver during the migratory period. To accomplish this aim, we used differential expression (DE), weighted gene co-expression network analysis (WGCNA) and pathway enrichment analyses with Ingenuity Pathway Analysis software (IPA) to analyze changes in individual genes and gene regulatory network pathways altered while maintaining the migratory state. Our results demonstrate that the phenotype associated with migratory behavior is extremely complex, involving changes in multiple genetic regulatory events and thus likely not regulated by a single switch. We present multiple regulatory pathways that may provide protective effects on the heart and liver and that can be further mined to understand mechanisms that are engaged for optimal performance during resiliency towards sleep deprivation.

## Methods

### Animals

72 White-throated sparrows (*Zonotrichia albicollis)* were captured during the fall of 2014 using mist nets in Centre County, PA (40.808749, -77.858566) and transported less than 5 km to housing at the Pennsylvania State University animal facility. All birds were housed together in a large flight cage (approximately 2.2 meters on each side) for at least six months to standardize recent life history and avoid confounds such as variations in diet and movement. Birds were given *ad-libitum* food (Mazuri small bird feed, Mazuri, Richmond, IN) and water. Initially, the light cycle was set to match the environmental photoperiod at the time of capture, but once collection was complete, the light cycle was adjusted by 30 minutes/week in a single step per week until 12.5L:11.5D was achieved. Following acclimation, animals were individually housed in small wire cages (approximately 20 × 28 × 38 cm) on racks within the larger enclosure so that migratory status could be evaluated. While flight was moderately restricted in these smaller cages, birds remained in visual and auditory contact with the remaining birds in the enclosure. In order to accelerate the transition between migratory states for tissue collection, the photoperiod was manipulated to either short (6L:18D) or long (18L:6D) days, which has previously been shown to be sufficient to shift the migratory state of birds in the laboratory. Once animals transitioned to the desired migratory state, they were returned to 12.5L:11.5D for at least one week prior to dissections, while migratory state was continually monitored (see below). This photoperiod stabilizes both the migratory and non-migratory states, and performing dissections under these conditions allowed comparisons between migratory and non-migratory conditions without confounds such as total light exposure or dissections between migratory statuses under different light conditions. All animals successfully transitioned between migratory and non-migratory states within approximately 1–2 month of altered light cycle, and were stable in the migratory condition for another 1–2 months, roughly approximating seasonal timing in the wild. There are two morphs of white-throated sparrows; to reduce variability from sex and morph differences we restricted our analyses to males of the white morph. Sex was verified by gonad inspection during dissections. All procedures followed the guidelines outlined in the NIH Care and Use of Laboratory Animals guide, and were reviewed and approved by the Pennsylvania State University IACUC Committee; Protocol #4558-1. Animals were collected under Commonwealth of Pennsylvania Wildlife Collecting Permit #32318 and USFWS Permit # MB170276-1.

### Determining migratory status

Animals were continually monitored by video and behavior was scored for a minimum of 4 nights immediately prior to tissue harvest to ascertain migratory status. Zugunruhe includes a constellation of active behaviors that occur during the night that we observed with video scoring, including increased nighttime vigilance, grooming and perch hopping. However, we have found the most robust marker that separates migratory versus non-migratory birds is a wing-whirring behavior^6,8^. Animals are unable to fly in the laboratory housing conditions; however, they are able to orient to a desired direction for migration and perform a rapid flutter of wings, which has been interpreted as a proxy for flight. This behavior is seen frequently during the night in birds in the migratory state, and never in birds that are non-migratory^6,8^. Therefore, recordings were scored in 10 minute bins for presence of or absence of wing-whirring. If the animal exhibited Zugunruhe (i.e. wing whirring) in a 10 minute bin it was given a score of one, and if it did not it was given a score of zero. In addition, fat deposit scores have previously been used to determine migratory state and were recorded during tissue collection as verification.

### Tissue collection

All tissue collection was performed under the same housing conditions (*ad libitum* food and water availability, 12.5 L:11.5D light cycle). We selected two time points across the day for tissue collection. The primary behavioral change between birds that are migrating and those that are not is seen at night when migrating birds are flying while non-migrating birds sleep. Based on preliminary studies from our lab and others^6,8^, migrating birds may sleep for a few hours at the beginning of lights out. Therefore, we chose a point in the middle of the night – Zeitgeiber time 18 (ZT18) or 18 hours after lights on - when all migratory birds were awake and displayed Zugunruhe compared to sleeping non-migratory birds. This time point captures the greatest phenotypic difference between birds in the migratory and non-migratory dispositions, but adds the potential confound of sleep status. To address this, we also collected tissue at ZT6, when both migratory and non-migratory birds are awake and feeding. Animals were decapitated and the heart and liver were quickly removed, cut into small ~5 mm diameter chunks and placed into a volume of RNAlater™ solution (ThermoFisher Scientific, Waltham, MA) 5–10 times the tissue volume. Tissue was allowed to stabilize for 1–2 days at 4 °C and then moved to storage at −20 °C until all samples were collected.

### RNA extraction, library prep and sequencing

RNA was extracted from ~50 mg of tissue using the RNeasy mini kit (Qiagen, Hilden, Germany) according to manufacturer’s instruction. DNA-digestion was performed on column, and the elution was analyzed on a Nanodrop (ThermoFisher Scientific, Waltham, MA) for concentration and Bioanalyer (Agilent Technologies, Santa Clara, CA) for RNA quality. Library preparation and sequencing was performed by the Penn State Genomics Core Facility at University Park. A barcoded library was prepared from each sample using the Illumina TruSeq Total RNA Library Prep Kit with RiboZero Gold (Illumina Inc., San Diego, CA) according to the manufacturer’s protocol. Initially, 8 samples (1 sample for each experimental group, for each tissue) were sequenced on the Illumina HiSeq2500 (Illumina Inc., San Diego, CA) in Rapid Run mode using 150 nt paired-end sequencing. These data were used for a *de novo* assembly of the transcriptome in each tissue. The remaining 5 samples per group were sequenced using the HiSeq2500 in Rapid Run mode using 100 nt single-end sequencing for transcript quantification.

### Transcriptome assembly

Raw reads were trimmed for quality and adapter content with Trimmomatic^9^ using the default settings. After trimming, the sequence quality was assessed using FastQC (Babraham Bioinformatics, Babraham, England) and compared to untrimmed data. This trimmed data was used as input for Trinity^10^ to assemble a *de novo* transcriptome for each of our tissues individually. Finally, we used TransPS^11^ to post-process and annotate the *de novo* assemblies based on the closely related, but much more complete and well annotated zebra finch genome (*Taeniopygia guttata*, release 103).

### Differential expression and weighted gene co-expression network analysis

After transcriptome assembly and annotation, we quantified expression at the gene-level by mapping the remaining 5 biological replicates to the *de novo* transcriptome using Bowtie2^12^ followed by eXpress^13^ for transcript quantification. The resulting counts were cleaned by excluding any genes with low expression (fewer than 2 counts) and then assessed for differential expression using edgeR^14^ with a 2 × 2 experimental design (time of day, migratory status, and the time x status interaction as factors) using the generalized linear model option.

As a secondary method of analysis, normalized FPKM values from eXpress were used in weighted gene co-expression network analyses^15^ (WGCNA) for each tissue. Similar to the above analysis, genes with low expression were filtered out during cleaning (any gene with FPKM < 1 in any sample). Signed networks were constructed with the following parameters: deep split of 4, minimum module size of 30, and merge cut height of 0.1. Soft thresholding power was set to 10 for the heart networks and 9 for the liver networks based on calculated scale-free topology determined for each tissue. All other parameters remained at default values.

### Pathway analysis

Output from differentially expressed genes or differentially expressed WGCNA modules were analyzed using Ingenuity Pathway Analysis software (IPA; Qiagen, Hilden, Germany) to determine over-represented canonical pathways and potential upstream regulators. The criteria for entry into analyses were FDR corrected p-value less than 0.1, and a 1.5-fold change in expression. For WGCNA modules, only hub genes were subjected to pathway analysis. Hub genes were defined as those that were highly correlated (r = 0.8 or higher) with module eigengene values.

### Statistics

All statistical tests were performed as 2-way ANOVA in R Statistics (Vienna, Austria). Factors were migratory status, zeitgeber time (ZT), and migratory × time interaction. All p-values were corrected for multiple testing using the Benjamini-Hochberg method. We considered significant effects to be those with corrected p-values of less than 0.05, whereas trends were those with p-values between 0.1 and 0.05.

## Results

### Determining migratory status

Previous studies from our lab have shown that the most robust and consistent measure of migratory status in individually housed birds is expression of wing-whirring behavior during the dark phase^6,8^. We quantified this behavior in 10 minutes bins across the entire dark phase, and found that birds we classified as migratory had significantly higher scores on this behavior compared to those who we classified as non-migratory (t = 7.93, df = 11.2, p < 0.00001; see Supplementary Fig. S1a). For additional verification, we also scored fat deposits, which have previously been used to determine migratory status^16^ (see Supplementary Fig. S1b), and while somewhat less reliable in some species, it also differentiated the migratory status confirming the behavioral classification (t = 7.2884, df = 19.996, p < 0.0000005).

### Transcriptome assembly

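Heart and liver RNA of 20 white-throated sparrows was sequenced as 40 libraries for transcript quantification. Each tissue had 4 groups of 5 birds, non-migratory (NM) or migratory (Mig), collected at ZT6 or ZT18 under 12.5 h of light and 11.5 h of dark. The authors mapped trimmed 100 nt single-end reads with Bowtie2 to their transcriptome of the tissue and quantified each transcript with eXpress. Estimated counts, in which eXpress shares out ambiguous reads among transcripts, summed to between 7277831 and 17714173 per heart library (median 13896886) and between 11221517 and 21408471 per liver library (median 16082592). They were rounded, normalized by TMM and fitted in each tissue with edgeR's quasi-likelihood model of time of day, migratory status and their interaction. The effect of time is the log2 fold change at ZT18 against ZT6 averaged over NM and Mig birds, and that of status is Mig against NM birds averaged over both times. The interaction is the effect of time in Mig birds minus that in NM birds. Two-sided p-values were adjusted by the Benjamini-Hochberg method, and a gene met the criteria at an adjusted p under 0.1 with at least a 1.5-fold change. Group values are CPM (counts scaled to library size) as mean ± SD with n = 5 birds. Gene symbols come from the paper's supplementary lists, which name 4136 of 15225 heart and 4037 of 14945 liver transcripts, and where transcripts share a symbol the most abundant was used.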

Each sample was sequenced to approximately 40-million reads (raw counts 40,347,295 +/− 986,413; mean +/− SE) before being trimmed for quality and adapter content, resulting in a mean count of 33,416,401 +/− 959,794 (mean +/− SE) reads that survived trimming. Trinity assembly of heart reads resulted in 921,784 transcripts, and assembly from liver reads resulted in 930,732 transcripts. These very large transcript numbers are typical for a Trinity assembly, which include all potential isoforms of each transcript. These raw transcripts were put into TransPS to condense to the gene level and annotate against the zebra finch genome, resulting in final transcriptomes of 15,129 and 14,874 annotated gene-level transcripts for heart and liver respectively. 

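Quantified values cover 15225 heart transcripts and 14945 liver transcripts, of which 15214 and 14933 carry a zebra finch protein identifier. Fewer than 2 estimated counts over the 20 libraries were found for 177 heart transcripts and 128 liver transcripts. The remaining 15048 and 14817 were tested, and 13771 proteins were tested in both tissues.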

Each assembly was evaluated by BUSCO (Benchmarking Universal Single-Copy Orthologs; a measure of transcriptome completeness)^17,18^ scores. Both heart and liver achieved very high (89.7% and 90.4% respectively) completeness scores, suggesting good quality transcriptomes. Mapping reads from biological replicates was carried out with Bowtie resulting in approximately 60% mapping efficiency. 

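Median estimated counts per heart library were 12335064 and 14108240 in NM birds at ZT6 and ZT18 and 12820701 and 14336863 in Mig birds (n = 5). In the liver the medians were 15832064 and 18788001 in NM birds and 15583089 and 16333121 in Mig birds. Mig and NM libraries differed by 840834 counts on average in the heart (exact two-sided permutation p = 0.55) and by -1905018 in the liver (exact two-sided permutation p = 0.091).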

Raw and processed data in the form of sequence reads and assembled transcriptomes have been deposited in GenBank and are available under the BioProject PRJNA478852 (transcriptome assembly) and GEO Series accession number GSE116989 (raw reads and quantification).

### Differential expression

After removing genes with low expression (FPKM < 1), edgeR was used to examine differential expression, defined as a 1.5-fold (or greater) difference between groups, and a p-value < 0.1 after FDR correction. These relatively lenient thresholds were chosen to allow the greatest amount of information to be included in subsequent pathway analysis steps. 

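At least 2 estimated counts in total were required of a transcript, which left 15048 in the heart and 14817 in the liver. As an alternative, an FPKM of at least 1 was required in every library of the tissue, which left 8867 and 8361.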

Heatmaps of differentially expressed genes (DEGs) across the four groups were constructed and are shown in Fig. 1a (heart) and Fig. 1b (liver). 

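With time of day, 621 heart genes met the criteria (edgeR adjusted p under 0.1 and at least 1.5-fold), 375 higher and 246 lower at ZT18 than at ZT6. With migratory status 1097 heart genes did, 144 higher and 953 lower in Mig birds. For 190 heart genes there was a time × migratory status interaction, positive for 116 and negative for 74. The alternative that moved these counts most was the effect of status at ZT6 alone, which gave 186 genes, while ZT18 alone gave 1475. Leaving out each bird in turn gave 561 to 644 genes for time, 829 to 1221 for status and 90 to 457 for the interaction.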

In the heart, 379 genes were differentially expressed by time of day, 684 genes by migratory status, and 69 genes showed a time × migratory status interaction. The 10 genes with the lowest corrected p-value from each factor are presented in Table 1, and the complete list is provided in Supplementary Materials S2. 

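C2H8orf22 had the lowest p-value for time of day in the heart, with 3.36 ± 0.691 and 23.7 ± 8.09 CPM in NM birds at ZT6 and ZT18 and 3.69 ± 0.712 and 23.4 ± 4.55 CPM in Mig birds (mean ± SD, n = 5), a log2 fold change of 2.74 (SE 0.16, edgeR adjusted p = 1.4e-09). Next came AKIP1 at 2.54 (SE 0.16, edgeR adjusted p = 4.2e-09) and CPT1A at 1.65 (SE 0.11, edgeR adjusted p = 5.2e-09). PER2 fell from 79.3 ± 3.59 to 13.2 ± 4.91 CPM in NM birds and from 112 ± 26.5 to 12.4 ± 5.08 CPM in Mig birds, a change of -2.88 (SE 0.20, edgeR adjusted p = 5.2e-09). The other Table 1 genes for time were past the criteria too: SLC43A2 1.91 (SE 0.15), FAM160B1 1.29 (SE 0.13), CTSL 1.23 (SE 0.14), GTPBP2 1.01 (SE 0.09), HSP90B1 -1.54 (SE 0.14) and HSP90AA1 -3.02 (SE 0.22). For status, MRC2 had the lowest p-value, with 194 ± 41 and 142 ± 31.5 CPM in NM birds at ZT6 and ZT18 and 59.9 ± 4.43 and 70.9 ± 14.1 CPM in Mig birds, a log2 fold change of -1.35 (SE 0.12, edgeR adjusted p = 2.6e-06). LOC100229431 -2.77 (SE 0.25), HMCN1 -1.59 (SE 0.17) and FREM2 -1.74 (SE 0.26) were also lower in Mig birds. The effect on FREM2 lay mostly at ZT18 (-3.02, edgeR adjusted p = 0.00023), with -0.47 at ZT6 (edgeR adjusted p = 0.62). ARHGAP20 0.90 (SE 0.12) and PNPLA8 0.64 (SE 0.09) were higher, and so were FAM160B1, CTSL, GABARAPL1, OXSR1 and BNIP3 by 0.97, 0.92, 0.86, 0.58 and 0.64, which left OXSR1 just under 1.5-fold. For these last 5 genes the effect of status was 0.08, -0.15, -0.46, 0.03 and -0.27 at ZT6 and 1.86, 1.99, 2.18, 1.13 and 1.56 at ZT18. All 10 interaction genes of Table 1 met the criteria, from EEF2K at -1.58 (SE 0.28, edgeR adjusted p = 0.013) to GABARAPL1 at 2.64 (SE 0.35, edgeR adjusted p = 0.0018). Leaving out single birds kept the interaction of GABARAPL1 between 2.24 and 2.81 and that of CTSL between 1.97 and 2.28.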

In the liver, 1,757 genes met criteria for differential expression in the time of day compairson, 576 genes were differentially expressed according to migratory status and six genes showed a significant interaction between the main effects. 

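In the liver, 2525 genes met the criteria for time of day (edgeR adjusted p under 0.1 and at least 1.5-fold), 1169 higher and 1356 lower at ZT18. For migratory status there were 954, of which 185 were higher and 769 lower in Mig birds. Only 8 liver genes met the criteria for the interaction, while 957 had an unadjusted p under 0.05. DESeq2's Wald test, the alternative that moved a liver count most, gave 55 interaction genes in place of 8. Between 2366 and 2570 genes were found for time, 684 to 1243 for status and 3 to 30 for the interaction when each bird was left out in turn.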

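PER2 had the lowest p-value for time of day in the liver, with 78.7 ± 11.8 and 2.74 ± 1.30 CPM in NM birds at ZT6 and ZT18 and 70.4 ± 12.1 and 1.97 ± 0.345 CPM in Mig birds (mean ± SD, n = 5), a log2 fold change of -5.00 (SE 0.18, edgeR adjusted p = 4.2e-14). CTSL rose at ZT18 by 3.40 (SE 0.15) and LOC100229295 by 2.72 (SE 0.12), although 1 bird of a group stood apart from the other 4 for each. Past the criteria were also IVNS1ABP 4.29 (SE 0.21), SLC43A2 3.68 (SE 0.18), HAL 3.17 (SE 0.16), SLC22A5 2.94 (SE 0.16), CITED2 2.32 (SE 0.14), CHD2 -1.71 (SE 0.11) and SCAP -3.01 (SE 0.15). TTR had the lowest p-value for migratory status, with 2220 ± 1280 and 1310 ± 1230 CPM in NM birds at ZT6 and ZT18 and 10.4 ± 5.74 and 11.0 ± 7.06 CPM in Mig birds, a change of -7.31 (SE 0.75, edgeR adjusted p = 3.4e-05), although NM birds 8 and 11 had only 48.3 and 51.6 CPM. LOC100220148 -3.61 (SE 0.38), for which NM birds 8 and 11 were low, LOC100221560 -4.60 (SE 0.54), SLC26A5 -2.38 (SE 0.27), LOC100225830 -1.14 (SE 0.17) and LOC100223441 -1.09 (SE 0.13) were lower in Mig birds. UPP1 1.07 (SE 0.29), UPP2 1.04 (SE 0.28), AK4 0.92 (SE 0.24) and TDO2 0.74 (SE 0.14) were higher, with effects of -1.04, -1.01, -0.08 and 0.15 at ZT6 and 3.17, 3.09, 1.93 and 1.33 at ZT18. For the interaction the lowest p-values were those of UPP2 at 4.10 (SE 0.57, edgeR adjusted p = 0.0043), UPP1 at 4.21 (SE 0.60, edgeR adjusted p = 0.0043) and PCK1 at 5.80 (SE 0.95, edgeR adjusted p = 0.023). SCAP (-1.56), RXRG (-1.75) and TAT (1.65) met the criteria with edgeR adjusted p-values of 0.069, 0.072 and 0.072. IRS4, FABP7, CDO1 and GGACT did not, with interactions of 1.22, -1.60, 1.43 and -1.78 and edgeR adjusted p-values of 0.13, 0.13, 0.13 and 0.14.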

The 10 genes with the lowest corrected p-value for each factor are presented in Table 2, and the complete list is available in Supplementary Material Table S3.

**Figure 1:**
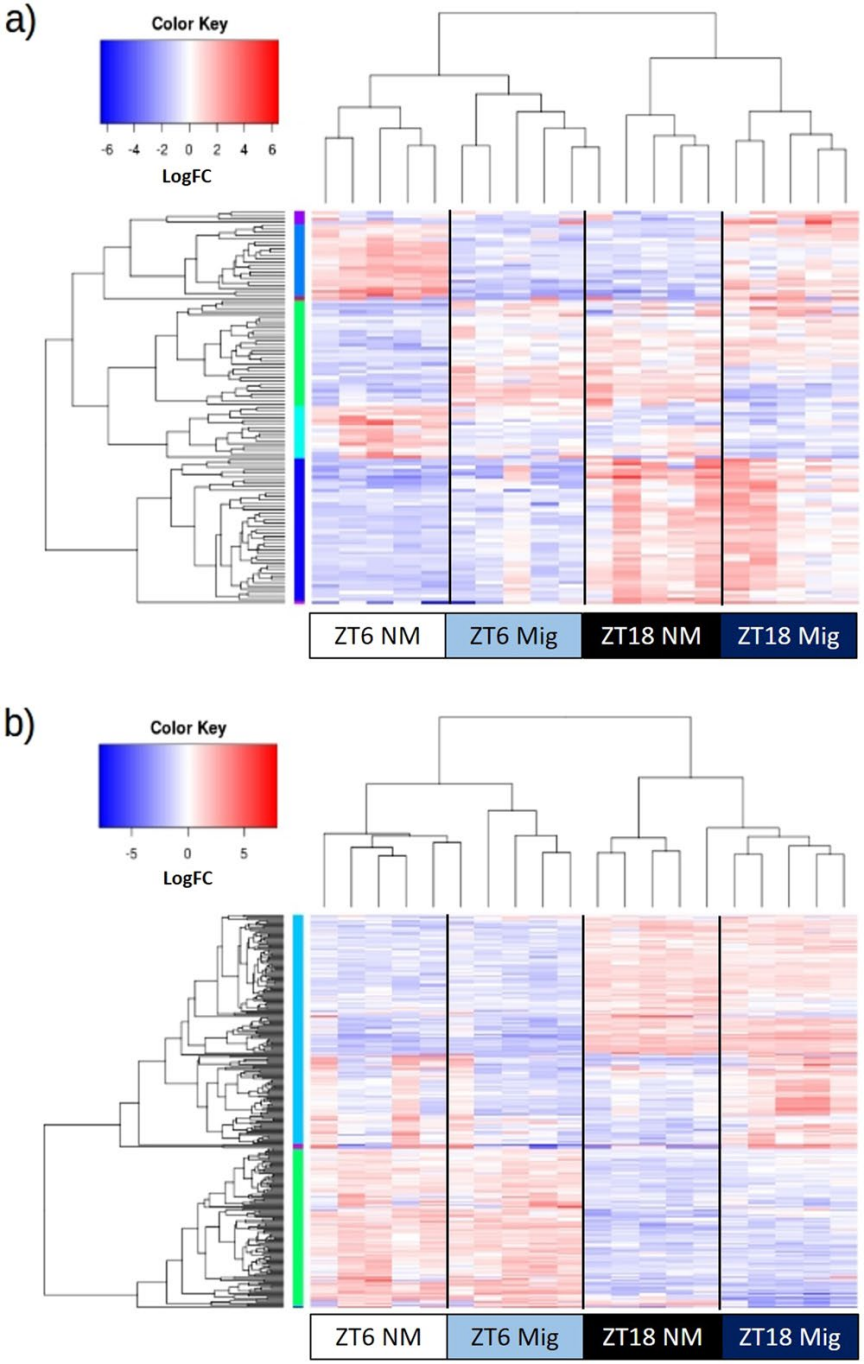
Heatmap of Differentially Expressed Genes in the Heart and Liver. Heatmaps were generated with log_2_ expression of counts normalized to transcript size and million mapped reads (FPMK values). Differentially expressed genes (DEGs) are listed along the Y-axis in the order they clustered in to as indicated by the colored line along the Y-axis. Each column contains expression values for an individual bird, with groups indicated along the X-axis, and clustering indicated by the dendogram above the figure. Deeper red colors indicate higher expression while deeper blue indicates lower expression. Panel (a) shows DEGs found in the heart, and panel (b) shows DEG observed in the liver.

**Table 1:** Top Differentially Expressed Genes in the Heart.

Gene_Symbol	logFC	logCPM	F	PValue	FDR
**Time of Day**					
AKIP1	−3.28E + 00	3.61E + 00	2.00E + 02	4.18E − 12	6.33E − 08
CPT1A	−1.83E + 00	6.73E + 00	1.67E + 02	2.33E − 11	1.76E − 07
FAM160B1	−2.21E + 00	6.08E + 00	1.40E + 02	1.17E − 10	4.66E − 07
C2H8orf22	−2.71E + 00	4.00E + 00	1.39E + 02	1.23E − 10	4.66E − 07
SLC43A2	−2.50E + 00	6.08E + 00	1.34E + 02	1.75E − 10	5.30E − 07
PER2	3.14E + 00	5.85E + 00	1.24E + 02	3.46E − 10	8.73E − 07
CTSL	−2.35E + 00	8.23E + 00	1.21E + 02	4.42E − 10	9.55E − 07
GTPBP2	−1.27E + 00	5.67E + 00	1.18E + 02	5.43E − 10	1.03E − 06
HSP90AA1	3.26E + 00	9.93E + 00	1.08E + 02	1.15E − 09	1.93E − 06
HSP90B1	1.85E + 00	8.34E + 00	9.29E + 01	4.25E − 09	6.44E − 06
**Migratory Status**					
FAM160B1	−1.89E + 00	6.08E + 00	1.04E + 02	1.56E − 09	2.37E − 05
CTSL	−2.03E + 00	8.23E + 00	9.23E + 01	4.51E − 09	2.88E − 05
LOC100229431	3.54E + 00	3.91E + 00	8.80E + 01	6.77E − 09	2.88E − 05
OXSR1	−1.13E + 00	6.79E + 00	8.68E + 01	7.61E − 09	2.88E − 05
GABARAPL1	−2.20E + 00	8.73E + 00	7.32E + 01	3.14E − 08	9.50E − 05
ARHGAP20	−1.27E + 00	5.96E + 00	6.53E + 01	7.82E − 08	1.97E − 04
BNIP3	−1.48E + 00	6.71E + 00	6.20E + 01	1.19E − 07	2.31E − 04
HMCN1	1.94E + 00	4.09E + 00	6.18E + 01	1.22E − 07	2.31E − 04
FREM2	3.02E + 00	5.74E + 00	6.07E + 01	1.39E − 07	2.34E − 04
PNPLA8	−9.50E-01	8.82E + 00	5.98E + 01	1.58E − 07	2.39E − 04
**Interaction of Time** **×** **Migratory Status**					
CTSL	2.23E + 00	8.23E + 00	5.83E + 01	1.92E − 07	1.72E − 03
GABARAPL1	2.68E + 00	8.73E + 00	5.70E + 01	2.27E − 07	1.72E − 03
FAM160B1	1.83E + 00	6.08E + 00	5.07E + 01	5.56E − 07	2.81E − 03
NMRK2	2.44E + 00	5.23E + 00	4.76E + 01	8.90E − 07	3.37E − 03
BNIP3	1.68E + 00	6.71E + 00	4.08E + 01	2.68E − 06	6.85E − 03
TOB2	1.43E + 00	8.70E + 00	4.07E + 01	2.71E − 06	6.85E − 03
SRF	2.33E + 00	7.26E + 00	3.87E + 01	3.85E − 06	8.31E − 03
FBXO32	1.93E + 00	8.07E + 00	3.77E + 01	4.60E − 06	8.71E − 03
ALPK3	1.84E + 00	8.16E + 00	3.63E + 01	6.00E − 06	1.01E − 02
EEF2K	−1.55E + 00	5.40E + 00	3.38E + 01	9.51E − 06	1.41E − 02

The top 10 differentially expressed genes for time of day, migratory status or the interaction in the heart are presented. Full lists of all differentially expressed genes can be found in Supplementary Table SI2. FC = fold change, CPM = counts per million mapped reads, FDR = corrected p-value.

**Table 2:** Top Differentially Expressed Genes in the Liver.

Gene	logFC	logCPM	F	PValue	FDR
**Time of Day**					
SCAP	3.77E + 00	5.27E + 00	4.80E + 02	7.79E − 16	1.16E − 11
PER2	5.11E + 00	5.35E + 00	4.01E + 02	4.64E − 15	3.45E − 11
CTSL	−3.92E + 00	9.94E + 00	3.12E + 02	5.48E − 14	2.72E − 10
SLC43A2	−4.05E + 00	7.55E + 00	2.57E + 02	3.53E − 13	1.31E − 09
LOC100229295	−2.74E + 00	8.30E + 00	2.40E + 02	6.84E − 13	2.00E − 09
CHD2	2.23E + 00	7.20E + 00	2.36E + 02	8.21E − 13	2.00E − 09
SLC22A5	−3.27E + 00	7.37E + 00	2.30E + 02	1.02E − 12	2.18E − 09
HAL	−3.24E + 00	9.59E + 00	2.05E + 02	3.16E − 12	5.88E − 09
CITED2	−2.82E + 00	5.16E + 00	1.95E + 02	4.93E − 12	8.00E − 09
IVNS1ABP	−4.04E + 00	1.01E + 01	1.94E + 02	5.35E − 12	8.00E − 09
**Migratory Status**					
SLC26A5	2.86E + 00	8.59E + 00	5.95E + 01	1.58E − 07	2.36E − 03
UPP2	−3.14E + 00	5.75E + 00	5.36E + 01	3.52E − 07	2.61E − 03
LOC100223441	1.26E + 00	8.55E + 00	4.78E + 01	8.31E − 07	2.67E − 03
LOC100225830	1.60E + 00	5.87E + 00	4.74E + 01	8.86E − 07	2.67E − 03
LOC100220148	3.74E + 00	7.60E + 00	4.71E + 01	9.31E − 07	2.67E − 03
UPP1	−3.23E + 00	5.13E + 00	4.62E + 01	1.08E − 06	2.67E − 03
LOC100221560	5.48E + 00	3.79E + 00	4.49E + 01	1.31E − 06	2.70E − 03
TDO2	−1.32E + 00	9.60E + 00	4.43E + 01	1.45E − 06	2.70E − 03
TTR	6.85E + 00	1.03E + 01	4.25E + 01	1.96E − 06	3.24E − 03
AK4	−1.98E + 00	4.02E + 00	3.68E + 01	5.35E − 06	7.95E − 03
**Interaction of Time** × **Migratory Status**					
UPP2	4.15E + 00	5.75E + 00	5.25E + 01	4.16E − 07	6.18E − 03
UPP1	4.25E + 00	5.13E + 00	4.59E + 01	1.13E − 06	8.39E − 03
SCAP	−1.55E + 00	5.27E + 00	4.93E + 01	2.10E − 06	1.04E − 02
PCK1	5.79E + 00	1.18E + 01	3.69E + 01	5.27E − 06	1.96E − 02
RXRG	−1.72E + 00	4.47E + 00	2.83E + 01	2.90E − 05	8.62E − 02
TAT	1.67E + 00	1.09E + 01	2.73E + 01	3.67E − 05	9.09E − 02
IRS4	1.24E + 00	6.94E + 00	2.85E + 01	5.00E − 05	1.06E-01
FABP7	−1.56E + 00	9.29E + 00	2.50E + 01	6.15E − 05	1.14E − 01
GGACT	−1.73E + 00	5.87E + 00	2.31E + 01	9.85E − 05	1.52E − 01
CDO1	1.47E + 00	1.09E + 01	2.29E + 01	1.02E − 04	1.52E − 01

The top 10 differentially expressed genes in the liver for each statistical effect are shown in this table. The complete list of all genes can be found in Supplementary Table SI3. FC = fold change, CPM = counts per million mapped reads, FDR = corrected p-value.

An abbreviated summary of the most significantly enriched pathways is shown in Table 3 (heart) and Table 4 (liver), and is fully enumerated in Supplemental Table SI4. 

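The molecules that Tables 3 and 4 list were followed in the estimated counts, and IPA was not repeated. Because the authors drew these molecules from the same libraries, their direction and size are described and enrichment is not tested. For the effect by which a set was listed, the permutation p-value of its score follows in part from that choice. Such a p-value is not independent evidence of the effect. Of 10 molecules in the heart pathways for time of day, 9 met the criteria, 3 higher and 6 lower at ZT18. For the unfolded protein response these were HSPA8 -2.00 (SE 0.15), HSPH1 -1.65 (SE 0.30), HSP90B1 -1.54 (SE 0.14) and INSIG1 -0.93 (SE 0.17), while CEBPB at 0.61 (SE 0.23, edgeR adjusted p = 0.13) did not meet them. The mean centred log2 CPM of the 5 genes was 0.472 ± 0.190 and -0.665 ± 0.216 in NM birds at ZT6 and ZT18 and 0.646 ± 0.202 and -0.453 ± 0.248 in Mig birds (SD, n = 5), a difference of -1.118 at ZT18 (exact two-sided permutation p = 3.1e-05, the smallest the design allows). In the liver 25 of 26 molecules met the criteria, 7 higher and 18 lower at ZT18. The 5 molecules of circadian rhythm signaling, PER2, CRY1, GRIN2B, BHLHE41 and PER3, were all lower, and their score differed by -2.525 (exact two-sided permutation p = 3.1e-05). The score of the 4 ketogenesis molecules was higher at ZT18 by 3.245 (exact two-sided permutation p = 3.1e-05).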

For the main effect of time, pathways including circadian rhythm signaling and the unfolded protein response are significant. A large number of pathways are enriched for the main effect of migratory status, but broadly, there appear to be three main categories that overlap between both tissues: (1) metabolism, (2) immune function, and (3) cytoskeleton & cell growth.

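Of the 29 molecules in the heart pathways of Table 3 for migratory status, 20 had a symbol in the supplementary lists. All 20 were lower in Mig birds, from CXCR4 (-2.23, SE 0.50) to NCF1 (-0.98, SE 0.38, edgeR adjusted p = 0.12), and all but NCF1 met the criteria. The T cell receptor score, over 9 of 12 molecules, was 1.025 ± 0.388 and 0.540 ± 0.535 in NM birds at ZT6 and ZT18 and -0.365 ± 0.654 and -1.199 ± 0.155 in Mig birds (mean centred log2 CPM, SD, n = 5), a difference of -1.565 with status (exact two-sided permutation p = 0.00013). The complement score, over 4 of 6 molecules, was 0.812 ± 0.571 and 0.844 ± 0.650 in NM birds at ZT6 and ZT18 and -0.725 ± 0.878 and -0.931 ± 0.108 in Mig birds, a difference of -1.656 (exact two-sided permutation p = 0.00013). In the liver all 15 molecules for migratory status met the criteria, 4 higher and 11 lower in Mig birds. Among the lower ones were CDK1 (-2.78, SE 0.51, edgeR adjusted p = 0.0054), CCNB2 (-2.47, SE 0.51, edgeR adjusted p = 0.0078) and PLK1 (-2.38, SE 0.57, edgeR adjusted p = 0.016). The score of the 5 G2/M checkpoint genes was 0.206 ± 1.121 and 1.741 ± 1.142 in NM birds at ZT6 and ZT18 and -1.115 ± 0.360 and -0.832 ± 0.995 in Mig birds, a difference of -1.948 (exact two-sided permutation p = 0.00044). The paper describes metabolism, immune function, and cytoskeleton and cell growth as categories that broadly appear to be shared by both tissues.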

**Table 3:** Top IPA Pathway Enrichment for DEGs in Heart.

Ingenuity Canonical Pathways	−log (p-value)	Ratio	z-score	Molecules
**Time of Day**				
Unfolded protein response	5.21E00	9.26E-02	NaN	HSPA8, HSP90B1, INSIG1, HSPH1, CEBPB
Mitochondrial L-carnitine Shuttle Pathway	2.34E00	9.52E-02	NaN	CPT1A, ACSBG2
eNOS Signaling	2.17E00	2.58E-02	NaN	HSPA8, AQP9, HSP90B1, HSP90AA1
Aldosterone Signaling in Epithelial Cells	2.1E00	2.47E-02	NaN	HSPA8, HSP90B1, HSPH1, HSP90AA1
Glucocorticoid Receptor Signaling	1.93E00	1.78E-02	NaN	HSPA8, HSP90B1, HSP90AA1, PCK1, CEBPB
**Migratory Status**				
T Cell Receptor Signaling	8.71E00	1.18E-01	NaN	PTPRC, CD247, CD28, PTPN7, TXK, CARD11, RASGRP1, ZAP70, PIK3CD, CD8B, LCP2, ITK
iCOS-iCOSL Signaling in T Helper Cells	8.19E00	1.06E-01	2.714	PTPRC, CD247, CD28, CD40LG, IL2RG, CD80, ZAP70, PIK3CD, INPP5D, LCP2, IL2RB, ITK
Complement System	5.38E00	1.58E-01	1.000	ITGB2, C1QC, C1QA, C1QB, CFH, C3AR1
CD28 Signaling in T Helper Cells	4.93E00	7.32E-02	2.828	PTPRC, CD247, CD28, CD80, CARD11, ZAP70, PIK3CD, LCP2, ITK
Leukocyte Extravasation Signaling	4.64E00	5.39E-02	3.317	ITGB2, SRC, NCF1, TXK, CXCR4, RASGRP1, CXCL12, PIK3CD, NCF4, ITGA4, ITK
**Interaction of Time** × **Migratory Status**				
p38 MAPK Signaling	3.24E00	2.56E-02	NaN	SRF, PLA2G4F, EEF2K
Phospholipases	2.39E00	2.94E-02	NaN	HMOX1, PLA2G4F
Phospholipase C Signaling	2.32E00	1.22E-02	NaN	HMOX1, HDAC9, PLA2G4F
PDGF Signaling	2.22E00	2.41E-02	NaN	SRF, CAV3
p53 Signaling	2.08E00	2.04E-02	NaN	HDAC9, GADD45B

Top 5 enriched pathways in the heart as determined with IPA for differentially expressed genes. Full IPA pathway enrichment lists can be found in Supplementary Information Table SI4. The −log (p-value) indicates that the molecules listed lead to pathway enrichment over expected, and ratio and z-score indicate directionality of the pathway activity.

**Table 4:** Top IPA Pathway Enrichment for DEGs in Liver.

Ingenuity Canonical Pathways	−log (p-value)	Ratio	z-score	Molecules
**Time of Day**				
TR/RXR Activation	4.48E00	9.78E-02	NaN	PIK3R3, RXRG, ADRB1, COL6A3, NXPH2, NCOR2, PCK1, ME1, RCAN2
Ketogenesis	3.64E00	2.22E-01	NaN	BDH1, HMGCLL1, HMGCL, HMGCS1
Circadian Rhythm Signaling	3.48E00	1.43E-01	NaN	PER3, GRIN2B, BHLHE41, CRY1, PER2
Amyotrophic Lateral Sclerosis Signaling	2.56E00	6.54E-02	NaN	PIK3R3, GRIN2B, CAPN6, CACNA1D, GRIA1, GRID1, GLUL
Mitochondrial L-carnitine Shuttle Pathway	2.26E00	1.43E-01	NaN	CPT1A, ACSL5, ACSBG2
**Migratory Status**				
Salvage Pathways of Pyrimidine Ribonucleotides	6.09E00	6.42E-02	NaN	UPP2, UPP1, AK4, PLK1, TTK, NEK2, CDK1
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	5.48E00	1.02E-01	−2.000	CKS2, TOP2A, CCNB2, PLK1, CDK1
Mitotic Roles of Polo-Like Kinase	4.83E00	7.58E-02	2.236	KIF23, CDC20, CCNB2, PLK1, CDK1
Pyridoxal 5′-phosphate Salvage Pathway	3.39E00	5.41E-02	NaN	PLK1, TTK, NEK2, CDK1
Role of BRCA1 in DNA Damage Response	3.3E00	5.13E-02	1.000	FANCG, RBBP8, PLK1, FANCC
**Interaction of Time** × **Migratory Status**				
TR/RXR Activation	3.6E00	2.17E-02	NaN	RXRG, PCK1
Salvage Pathways of Pyrimidine Ribonucleotides	3.45E00	1.83E-02	NaN	UPP2, UPP1
4-hydroxyphenylpyruvate Biosynthesis	2.87E00	2E-01	NaN	TAT
Glucocorticoid Receptor Signaling	2.63E00	7.12E-03	NaN	TAT, PCK1
Tyrosine Degradation I	2.42E00	7.14E-02	NaN	TAT

Top 5 enriched pathways in the liver as determined with IPA performed only on differentially expressed genes from EdgeR. Full IPA pathway enrichment lists can be found in Supplementary Information Table SI4. The listed molecules lead to the significance scores for pathway enrichment, while ratio and z-scores indicate pathway activity.

### Weighted Gene Co-Expression Network Analysis (WGCNA)

To reduce the dimensionality of the data and find closely related groups of genes that are differentially regulated by migration, time of day or the interaction between them, we used WGCNA^15^. 

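The networks were not rebuilt, and modules are represented by hub genes that the paper's supplementary tables list. The lists read here hold 47 and 49 genes for liver modules 5 and 10 and 41 and 51 for heart modules 35 and 14, of which 47, 49, 32 and 51 were matched to a transcript. The first principal component of the deposited FPKM values, standardized by gene, was taken over these genes as the hub-gene eigengene. It explained 86.6%, 75.7%, 70.2% and 79.4% of the variance in the same order. Its sign was set to follow the mean of the genes, with which 35 of 47, 32 of 49, 26 of 32 and 39 of 51 genes went, so that it is a convention and not the direction of every gene. The eigengene has unit length over the birds of a fit, so effects with a bird left out are on another scale. Their ranges therefore do not measure the stability of an effect alone. Time and status were tested by exact two-sided permutation within the groups of the other factor (63504 arrangements, smallest p 3.1e-05), and the interaction by 100000 permutations of residuals. Since the authors chose hub genes on these same libraries, an effect here is not independent of theirs, and a hub-gene eigengene need not behave as that of the whole module.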

Network construction in the heart resulted in genes grouped into 38 modules (See Supplemental Fig. S5(a) for dendrogram of grouping) and 28 modules in the liver (Dendrogram in Fig. S5(b)). Each of these modules were tested with a 2-way ANOVA to determine module significance. Overall, there were 18 modules with significant main effects of time of day, 14 with main effects of migratory status, and 10 modules were significant for the interaction in heart data. In the liver, 12 and 16 modules were significant for main effects of time and migratory status respectively. We did not find any modules with significant time × migratory status interactions in liver tissue. 

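The listed hub genes of liver module 5 had an eigengene interaction of 0.165 (two-sided permutation p = 8e-05, n = 5 per group). The effect of time on it was 0.351 in NM and 0.516 in Mig birds. Its interaction F was 42.99, against 0.303 for module 5 in the paper's supplement. This eigengene therefore does not stand for the whole module and does not decide whether module 5 has an interaction. For liver module 10 the interaction was -0.115 (two-sided permutation p = 0.24).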

Genes with expression values that correlated highly with the composite measure of genes in the significant modules - the so-called hub genes - were analyzed with IPA to determine common pathways for each module. Complete summaries of these analyses can be found in Supplementary Tables S6 for heart and S7 for liver. However, we highlight several interesting modules here. 

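The hub-gene eigengene of liver module 10 was 0.024 ± 0.187 and -0.251 ± 0.071 in NM birds at ZT6 and ZT18 and 0.309 ± 0.043 and -0.081 ± 0.037 in Mig birds (mean ± SD, n = 5). It differed by -0.332 between ZT18 and ZT6 (exact two-sided permutation p = 6.3e-05) and by 0.228 between Mig and NM birds (exact two-sided permutation p = 9.4e-05). Leaving out each bird in turn gave values between -0.363 and -0.313 for time and between 0.207 and 0.273 for status. The mean z-score over hub genes moved the effect of time most, with an F of 16.45 in place of 51.23.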

Module 10 from the liver (Fig. 2b) showed significant main effects of both ZT time (F_(1,16)_ = 18.23, q < 0.005) and migratory status (F_(1,16)_ = 28.19, q < 0.001), but not the interaction between the two. IPA analysis revealed significant enrichment for metabolism-regulating and signaling pathways, including stearate and cholesterol biosynthesis and tryptophan degradation (Tables 5, SI7). In addition, module 35 (Fig. 2c) from the heart WGCNA analysis showed a significant main effect of migratory status (F_(1,16)_ = 15.41, q < 0.05) and the ZT time × migratory interaction (F_(1,16)_ = 23.76, q < 0.005), but no main effect of ZT time. 

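Of the 8 molecules of Table 5 for liver module 10, 7 were matched, and 3 met the criteria for migratory status. ELOVL6 had 5270 ± 2300 and 2500 ± 874 CPM in NM birds at ZT6 and ZT18 and 9600 ± 1660 and 4570 ± 767 CPM in Mig birds (mean ± SD, n = 5), a log2 fold change with status of 0.87 (SE 0.19, edgeR adjusted p = 0.013). TDO2 was higher in Mig birds by 0.74 (SE 0.14, edgeR adjusted p = 0.0058) and PPT1 lower at -0.83 (SE 0.16, edgeR adjusted p = 0.0058). HAAO and ACAT1 changed by 0.55 (SE 0.16) and 0.50 (SE 0.10), below 1.5-fold.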

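Heart module 35 had a hub-gene eigengene of 0.056 ± 0.044 and -0.256 ± 0.011 in NM birds at ZT6 and ZT18 and -0.043 ± 0.079 and 0.243 ± 0.283 in Mig birds (mean ± SD, n = 5). The interaction was 0.598 (two-sided permutation p = 0.00023). With single birds left out it lay between 0.585 and 0.686, on the scale of each fit, with a two-sided permutation p of at most 0.0007. Averaged over both times, Mig birds differed by 0.200 (exact two-sided permutation p = 0.046), with -0.099 at ZT6 and 0.499 at ZT18. This average lost its threshold of 0.05 with the mean z-score over hub genes (0.367, exact two-sided permutation p = 0.16) and in 13 of the 20 fits without 1 bird. The effect of time was -0.013 (exact two-sided permutation p = 0.9).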

Module 35 was enriched with immune function pathways (Tables 5, SI6). 

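SRF, listed in each pathway of heart module 35 in Table 5, had 208 ± 34.6 and 45 ± 12.6 CPM in NM birds at ZT6 and ZT18 and 141 ± 40.7 and 166 ± 80.5 CPM in Mig birds (mean ± SD, n = 5). Its interaction was 2.44 (SE 0.39, edgeR adjusted p = 0.0071), with an effect of time of -2.21 in NM birds and 0.23 in Mig birds. CSNK2A2 had an interaction of 1.01 (SE 0.21, edgeR adjusted p = 0.032), and that of PIK3R4, at 0.40 (SE 0.14, edgeR adjusted p = 0.22), did not meet the criteria.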

Pathways in module 35 include: IL-6-, PDGF-, and LPS-stimulated MAPK-signaling. Finally, module 14 (Fig. 2d) from the heart was significant for migratory status (F_(1,16)_ = 9.59, q < 0.05), but not ZT time or the interaction. This module was enriched for numerous pathways as seen in Table 5 (and SI6), but most prominent among them are several cytoskeletal and growth pathways, including Rho family signaling, actin cytoskeletal signaling, and reelin signaling.

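For heart module 14 the hub-gene eigengene was 0.127 ± 0.159 and 0.196 ± 0.276 in NM birds at ZT6 and ZT18 and -0.093 ± 0.035 and -0.229 ± 0.058 in Mig birds (mean ± SD, n = 5). Mig birds differed from NM birds by -0.322 (exact two-sided permutation p = 6.3e-05), and by between -0.354 and -0.316 with single birds left out. NM birds 33, 37, 29 and 38 had 0.314, 0.271, 0.387 and 0.583, and the other NM birds lay between -0.056 and 0.074. Leaving out 1 bird at a time cannot show how far the difference rests on these high birds. The effect of time was -0.033 (exact two-sided permutation p = 0.66) and the interaction -0.205 (two-sided permutation p = 0.18).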

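Table 5 lists 77 molecules in 42 pathways for heart module 14, of which 41 were matched to a transcript. For migratory status 28 of them met the criteria (edgeR adjusted p under 0.1 and at least 1.5-fold), 5 higher and 23 lower in Mig birds. A match needed a symbol, and symbols come from the paper's supplementary lists. These name 594 of 1097 heart genes past the criteria for status but 4129 of 15048 tested. Which molecules were matched, and so this count, is therefore partly tied to the outcome. SEMA3A changed most, with 5.28 ± 3.49 and 4.70 ± 3.48 CPM in NM birds at ZT6 and ZT18 and 0.748 ± 0.560 and 0.0279 ± 0.0383 CPM in Mig birds (mean ± SD, n = 5), a log2 fold change of -4.95 (SE 0.61, edgeR adjusted p = 9.1e-05). Among the higher molecules were FOXO3 (0.62, SE 0.18) and IRS2 (0.59, SE 0.17). CDC42 was lower on average at -1.06 (SE 0.33, edgeR adjusted p = 0.047), with a mean under 1 CPM in each group. It had 0.866 ± 0.175 and 0.820 ± 0.227 CPM in NM birds at ZT6 and ZT18 and 0.212 ± 0.112 and 0.755 ± 0.453 CPM in Mig birds. The difference therefore lay mostly at ZT6.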

**Figure 2:**
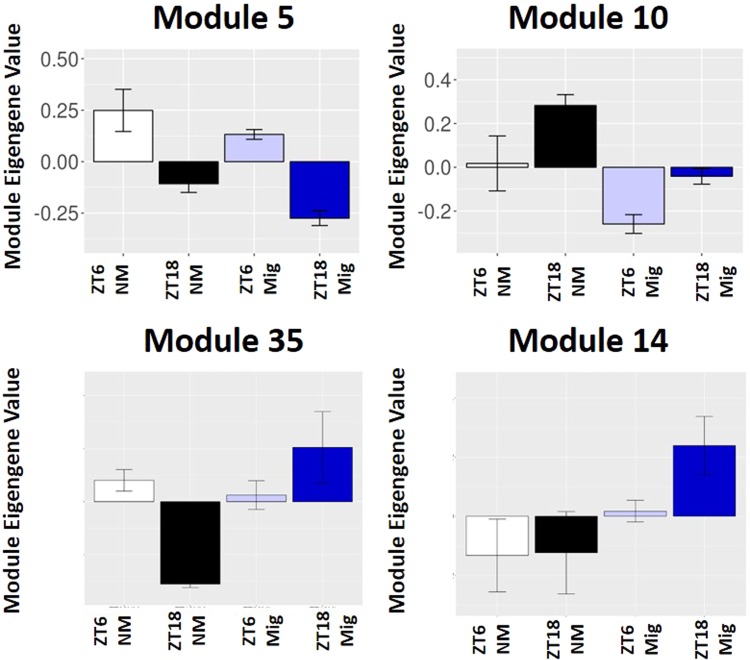
Selected WGCNA Modules. Eigengene expression for modules 5 (panel a) and 10 (panel b) from the liver, and modules 35 (**c**) and 14 (**d**) from the heart using WGCNA analysis. Non-migratory groups are indicated in monochrome and migratory groups are in blue. Lighter bars (I.E. white and light blue) indicate ZT06 while darker bars (I.E. black and dark blue) indicate ZT18. Modules 5 and 10 from the liver are both significant for main effects of time and migratory status, while modules 35 and 14 show significant main effects of migratory status. Module 35 also shows a significant time by migratory status interaction.

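In liver module 5 the hub-gene eigengene was -0.201 ± 0.022 and 0.150 ± 0.032 in NM birds at ZT6 and ZT18 and -0.232 ± 0.018 and 0.284 ± 0.037 in Mig birds (mean ± SD, n = 5), a difference of 0.434 between ZT18 and ZT6 (exact two-sided permutation p = 3.1e-05). Status changed it by 0.051 (exact two-sided permutation p = 0.042), with -0.031 at ZT6 and 0.134 at ZT18. With log2(FPKM + 1) the effect of status was 0.027 (exact two-sided permutation p = 0.17), and in 11 of the 20 fits without 1 bird it also missed the threshold of 0.05.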

**Table 5:** IPA Pathway Enrichment for Selected WGCNA Modules.

Ingenuity Canonical Pathways	−log (B-H p-value)	Ratio	z-score	Molecules
**Liver Module 5**				
Protein Ubiquitination Pathway	6.29	0.07		NEDD4, PSMA6, UBE4B, CUL1, DNAJC3, HSPA5, DNAJA1, SKP2, HSPA8, PSMD11, HSP90B1, PSMC1, PSMC6, USP47, PSMB1, HSP90AA1, PSMD1, USP37, PSMC3
Unfolded protein response	2.92	0.13		HSPA8, SCAP, HSP90B1, DNAJC3, CANX, DNAJA2, HSPA5
Aldosterone Signaling in Epithelial Cells	2.8	0.07	−1.342	HSPA8, HSP90B1, NEDD4, PDIA3, PRKCD, DNAJC3, HSP90AA1, IRS2, ITPR1, DNAJA1, HSPA5
Tryptophan Degradation III (Eukaryotic)	1.88	0.19		ACMSD, L3HYPDH, HADH, KYNU
Ketogenesis	1.75	0.3		BDH1, HMGCL, HMGCS1
**Liver Module 10**				
Stearate Biosynthesis I (Animals)	1.9	0.11		DHCR24, PPT1, ACSL5, ELOVL6
Tryptophan Degradation III (Eukaryotic)	1.55	0.14		TDO2, HAAO, ACAT1
Superpathway of Cholesterol Biosynthesis	1.35	0.11		DHCR24, ACAT1, LBR
**Heart Module 35**				
IL-6 Signaling	1.87	0.03	1	CSNK2A2, SRF, MAP3K7, PIK3R4
EGF Signaling	1.66	0.04		CSNK2A2, SRF, PIK3R4
LPS-stimulated MAPK Signaling	1.61	0.03		SRF, MAP3K7, PIK3R4
PDGF Signaling	1.61	0.03		CSNK2A2, SRF, PIK3R4
IGF-1 Signaling	1.5	0.03		CSNK2A2, SRF, PIK3R4
**Heart Module 14**				
Signaling by Rho Family GTPases	3.5	0.06	−3.051	GNB4, ACTR2, SEPT8, ACTR3, CDC42, CYFIP1, RHOA, GNA12, SEPT7, ARPC5, VIM, IRS2, ARHGEF3, ARHGEF10, SEPT2
RhoA Signaling	3.22	0.08	−2.828	SEPT8, ACTR2, ACTR3, ABL2, GNA12, RHOA, ARPC5, SEPT7, SEMA3F, SEPT2
Hepatic Fibrosis/Hepatic Stellate Cell Activation	3.22	0.07		COL5A2, COL4A1, COL6A1, MYH9, COL6A3, COL6A2, IFNGR1, MMP2, IFNAR2, PDGFB, PDGFRB, BCL2
Axonal Guidance Signaling	3.21	0.04		ACTR2, FYN, GNA12, ARPC5, MMP2, PLXND1, PDGFB, GNB4, SEMA3A, ACTR3, CDC42, RHOA, ADAM10, PLXNB2, IRS2, PRKD3, SEMA3F, PLCD4, NRP1
Rac Signaling	2.8	0.08	−2.121	ACTR2, ACTR3, CDC42, CYFIP1, RHOA, ARPC5, MAP3K1, IRS2, NCKAP1
Integrin Signaling	2.74	0.05	−2.714	FYN, ACTR2, ACTR3, CDC42, RHOA, RALB, ARPC5, ITGAV, IRS2, ITGA1, TSPAN4, PDGFB
Actin Cytoskeleton Signaling	2.64	0.05	−2.333	ACTR2, ACTR3, MYH9, CDC42, CYFIP1, GNA12, RHOA, ARPC5, IRS2, TMSB10/TMSB4X, PDGFB, NCKAP1
Actin Nucleation by ARP-WASP Complex	2.43	0.11	−2.449	ACTR2, ACTR3, CDC42, GNA12, RHOA, ARPC5
Ephrin Receptor Signaling	2.43	0.06	−2.646	FYN, ACTR2, GNB4, ACTR3, CDC42, GNA12, RHOA, ARPC5, ADAM10, PDGFB
Molecular Mechanisms of Cancer	2.37	0.04		FYN, GNA12, RALB, CDK6, BCL2, CCND2, CDC42, RHOA, IRS2, CFLAR, ARHGEF3, CTNNB1, ARHGEF10, PRKD3, BIRC2
PDGF Signaling	2.28	0.08	0.378	ABL2, INPP5J, MAP3K1, IRS2, OCRL, PDGFB, PDGFRB
Sphingosine-1-phosphate Signaling	2.28	0.07	−0.378	GNA12, CASP2, RHOA, IRS2, PLCD4, PDGFB, ASAH1, PDGFRB
Death Receptor Signaling	2.28	0.08	0.378	RIPK1, TIPARP, CASP2, CFLAR, PARP14, BCL2, BIRC2
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	2.28	0.08	−2.646	FYN, ACTR2, YES1, ACTR3, CDC42, ARPC5, PRKD3
TNFR1 Signaling	2.01	0.1	−1.342	RIPK1, CDC42, CASP2, MAP3K1, BIRC2
RhoGDI Signaling	2.01	0.05	2.646	ACTR2, GNB4, ACTR3, CDC42, GNA12, RHOA, ARPC5, ARHGEF3, ARHGEF10
Epithelial Adherens Junction Signaling	1.87	0.05		ACTR2, YES1, ACTR3, MYH9, CDC42, RHOA, ARPC5, CTNNB1
NF-κB Activation by Viruses	1.76	0.07		RIPK1, MAP3K1, ITGAV, IRS2, ITGA1, PRKD3
PTEN Signaling	1.76	0.06	1.89	INPP5J, CDC42, FOXO3, PREX2, OCRL, PDGFRB, BCL2
fMLP Signaling in Neutrophils	1.76	0.06	−1.633	ACTR2, GNB4, ACTR3, CDC42, ARPC5, IRS2, PRKD3
Ephrin A Signaling	1.76	0.08		FYN, CDC42, RHOA, ADAM10, IRS2
IL-8 Signaling	1.76	0.05	−2.121	GNB4, CCND2, GNA12, RHOA, ITGAV, IRS2, MMP2, PRKD3, BCL2
Glioblastoma Multiforme Signaling	1.76	0.05	−1.134	CDC42, RHOA, CDK6, IRS2, CTNNB1, PLCD4, PDGFB, PDGFRB
PI3K/AKT Signaling	1.76	0.06	−2.449	YWHAQ, INPP5J, FOXO3, YWHAZ, CTNNB1, OCRL, BCL2
Reelin Signaling in Neurons	1.75	0.07		FYN, YES1, IRS2, ITGA1, ARHGEF3, ARHGEF10
ERK5 Signaling	1.74	0.08		YWHAQ, IL6ST, GNA12, FOXO3, YWHAZ
D-myo-inositol (1,4,5)-trisphosphate Degradation	1.7	0.17		IMPAD1, INPP5J, OCRL
CD28 Signaling in T Helper Cells	1.69	0.05	−1.89	FYN, ACTR2, ACTR3, CDC42, ARPC5, MAP3K1, IRS2
Leukocyte Extravasation Signaling	1.67	0.04	−2.121	CD99, CDC42, RHOA, PECAM1, IRS2, ITGA1, MMP2, CTNNB1, PRKD3
Ephrin B Signaling	1.52	0.07		GNB4, CDC42, GNA12, RHOA, CTNNB1
HGF Signaling	1.38	0.05	−1	ETS1, CDC42, MAP3K1, IRS2, PRKD3, ELK3
Phospholipase C Signaling	1.38	0.04		FYN, GNB4, MARCKS, HDAC4, RHOA, RALB, ARHGEF3, PRKD3, ARHGEF10
Superpathway of D-myo-inositol (1,4,5)-trisphosphate Metabolism	1.38	0.12		IMPAD1, INPP5J, OCRL
Macropinocytosis Signaling	1.38	0.06		CDC42, RHOA, IRS2, PRKD3, PDGFB
ILK Signaling	1.38	0.04	−1.633	MYH9, LIMS2, CDC42, RHOA, VIM, IRS2, TMSB10/TMSB4X, CTNNB1
Inositol Pyrophosphates Biosynthesis	1.36	0.25		IP6K1, PPIP5K2
Semaphorin Signaling in Neurons	1.35	0.08		FYN, SEMA3A, RHOA, NRP1
Thrombin Signaling	1.35	0.04	−1.134	GNB4, GNA12, RHOA, IRS2, ARHGEF3, PRKD3, ARHGEF10, PLCD4
Protein Kinase A Signaling	1.35	0.03	0	YWHAQ, GNB4, PTPRG, RHOA, MAP3K1, YWHAZ, AKAP6, PDE4D, CTNNB1, PRKD3, PLCD4, PHKG1
Role of Tissue Factor in Cancer	1.35	0.05		FYN, YES1, CDC42, GNA12, ITGAV, IRS2
phagosome formation	1.35	0.05		MARCKS, RHOA, PLA2R1, IRS2, PRKD3, PLCD4
HER-2 Signaling in Breast Cancer	1.31	0.06		CDC42, CDK6, IRS2, MMP2, PRKD3

Pathway enrichment scores and contributing genes from each of the four selected WGCNA modules (5 and 10 from the liver and 35 and 14 from the heart) are presented. Full tables for all modules can be found in Supplementary Materials Fig. S6 (heart) and S7 (liver).

## Discussion

Behavioral changes that characterize the migratory state in birds have fascinated biologists for years. However, the physiological changes that underlie this behavioral phenotype remain poorly understood. In our study, we chose to investigate the heart and the liver because these tissues are modified during migration to meet increased cardiovascular and metabolic demands, respectively, from flight and because lack of sufficient sleep can promote cardiovascular and metabolic disorders. Recent studies have used transcriptome analysis to compare gene expression within specific tissues of migrating and non-migrating or searched for polymorphisms that might be associated with migratory subpopulations^19^, however some of the findings are inconsistent across species, as described in further detail below. Because migratory birds are a non-traditional model organism, we first constructed the tools for examining wide scale gene expression. The *de novo* transcriptomes that were generated for both the liver and heart appeared to be relatively complete (as measured by BUSCO scores), and the novel TransPS tool allowed us to match our white-throated sparrow sequences to well-characterized and annotated zebra finch genes. While this step precluded detection of novel or greatly divergent genes within the sparrow, it provided a higher quality annotation than would otherwise have been possible. Because the zebra finch is a non-migratory species, it is possible that by annotating via the zebra finch genome we may have missed genes completely novel for migration. However, evolution tends to be conservative, and thus it is more likely that existing genes evolved the additional function of migration, which would still be captured with the zebra finch annotation.

Unsurprisingly, we found that pathways regulating many aspects of metabolic activity were differentially enriched between migratory states, in particular for fatty acid and carbohydrate metabolism. These findings were consistent with Singh *et al*.^20^ and Sharma *et al*.^21^ who also found wide scale changes in gene transcripts regulating metabolic pathways for lipids, carbohydrates and protein in the black headed bunting. Previous behavioral data show that prior to migration, birds become hyperphagic and increase fat stores, and that failure to do so restricts the ability to enter the migratory state^22,23^. This accreted fat is then used as an energy source during migration (Reviewed in Guglielmo, 2018)^24^, and our data are consistent with increased fatty acid utilization. However, in addition to differences in fat metabolism, we found enzymes responsible for amino acid metabolism, such as tyrosine aminotransferase, and nucleic acid salvage, such as uridine phosphorylase 1 & 2, were greatly upregulated during migration. These pathways present a mechanism by which tissues within the body can be catabolized for energy to fuel the oversized energetic demands of long-distance flight. 

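Uridine phosphorylase 1 (UPP1) had 67.6 ± 20.7 and 1.30 ± 0.516 CPM in NM birds at ZT6 and ZT18 and 32.9 ± 17.9 and 11.7 ± 8.52 CPM in Mig birds in the liver (mean ± SD, n = 5). Its log2 fold change in Mig against NM birds was -1.04 at ZT6 (edgeR adjusted p = 0.26) and 3.17 at ZT18 (edgeR adjusted p = 0.0023), with a mean of 1.07 (SE 0.29, edgeR adjusted p = 0.035). UPP2 had 113 ± 33.3 and 2.80 ± 0.661 CPM in NM birds at ZT6 and ZT18 and 56.1 ± 22.6 and 24.1 ± 19.8 CPM in Mig birds, where 1 NM bird at ZT6 was low, and changed by -1.01 at ZT6 and 3.09 at ZT18, with a mean of 1.04 (SE 0.28, edgeR adjusted p = 0.029). With limma on log2(FPKM + 1) the mean effects of status were 0.70 for UPP1 and 0.73 for UPP2 and no longer met the criteria. Tyrosine aminotransferase (TAT) had 1990 ± 579 and 1190 ± 209 CPM in NM birds at ZT6 and ZT18 and 1560 ± 210 and 2930 ± 908 CPM in Mig birds. Its mean effect of status was 0.48 (SE 0.16, edgeR adjusted p = 0.077), below 1.5-fold, with -0.35 at ZT6 and 1.30 at ZT18. The interaction of TAT, 1.65 (SE 0.32, edgeR adjusted p = 0.072), missed the criteria in 15 of the 20 fits without 1 bird. From the upregulation of these enzymes the paper proposes a mechanism by which body tissue can be broken down to fuel long flights.

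**Figure D1:**
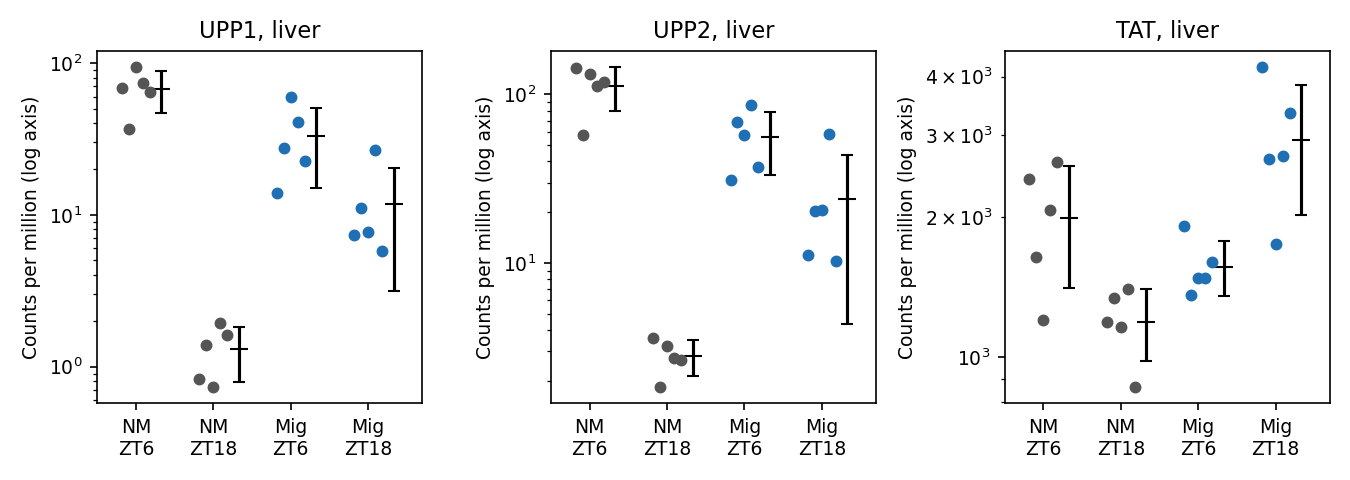
CPM (log axis) of UPP1, UPP2 and TAT in the liver of each bird, NM in grey and Mig in blue, at ZT6 and ZT18, with mean ± SD of 5 birds. UPP1 fell from 67.6 to 1.30 CPM in NM birds and from 32.9 to 11.7 CPM in Mig birds.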

Module 10 in the liver was heavily enriched for pathways controlling metabolism of carbohydrates, nucleic acids, lipids, and amino acids. Fudickar *et al*. similarly found differences in genes responsible for fatty acid and carbohydrate metabolism between resident and migratory dark eyed juncos^25^. These processes have implications not only for fueling flight, but also for influencing other uncovered pathways. For example, degradation of the amino acid tryptophan can induce the kyneurin signaling pathway, a process leading to immune tolerance and further changes in metabolism such as increased NAD+ synthesis^26^. NAD+ is an important co-factor for energy generation via glycolysis and lipolysis^27^. Interestingly, WGCNA module 5 in the liver shows that pathways for ketogenesis are enriched during migration, suggesting that birds may be fueling their journey, in part, by producing and burning ketones, most likely derived from fatty acid stores. 

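Of the ketogenesis molecules, BDH1 3.72 (SE 0.21), HMGCS1 3.09 (SE 0.23) and HMGCLL1 2.18 (SE 0.36) were higher at ZT18 in the liver (log2 fold change). With migratory status BDH1 (0.38, SE 0.19, edgeR adjusted p = 0.28) and HMGCS1 (0.21, SE 0.21, edgeR adjusted p = 0.64) did not meet the criteria. The score of the 4 genes was -1.403 ± 0.451 and 1.457 ± 0.178 in NM birds at ZT6 and ZT18 and -1.842 ± 0.300 and 1.787 ± 0.131 in Mig birds (mean centred log2 CPM, SD, n = 5). Mig and NM birds differed by -0.054 on average (exact two-sided permutation p = 0.76), with -0.438 at ZT6 and 0.330 at ZT18, an interaction of 0.768 (two-sided permutation p = 0.0055). The paper proposes that birds may fuel part of the journey with ketones.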

Conversion of fatty acids to ketones is important as the neurons in the brain cannot metabolize fatty acids directly^28^ and the inflammasome of the immune system can be downregulated by the main ketone metabolite β-hydroxybutyrate^29^.

In the general category of cell signaling, we see several interesting pathways associated with the migratory phenotype. Although the literature on signaling changes that occur during migration is limited, our data are consistent with alterations in glucocorticoid signaling^30^ and adiponectin signaling^8^. Interestingly, we find previously unreported alterations in downstream pathways involved in mediating the effects of thyroid hormone, retinoic acid, mineralcorticoids and prolactin. 

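For the liver interaction, Table 4 lists PCK1 and RXRG under TR/RXR activation and TAT and PCK1 under glucocorticoid receptor signaling. PCK1 had 992 ± 921 and 5430 ± 1860 CPM in NM birds at ZT6 and ZT18 and 30.5 ± 35.4 and 9270 ± 2350 CPM in Mig birds (mean ± SD, n = 5), an interaction of 5.80 (SE 0.95, edgeR adjusted p = 0.023). RXRG had 25.7 ± 4.38 and 16.6 ± 4.69 CPM in NM birds at ZT6 and ZT18 and 38.0 ± 12.6 and 7.28 ± 1.89 CPM in Mig birds, an interaction of -1.75 (SE 0.34, edgeR adjusted p = 0.072) that missed the criteria in 15 of the 20 fits without 1 bird.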

Migratory behavior in Swainson’s thrushes was also strongly correlated with differential expression of gene transcripts involved in retinoic acid and thyroid hormone signaling in the brain^31^. These findings affirm our transcriptome results, in the case of glucocorticoids and adiponectin, and also provide novel hormonal pathways to explore in regards to the regulation of migratory behavior. Another system in which changes are known to occur during migration is the immune system. For example, innate immune response to a challenge with phytohemagglutinin is reduced during migration^32^. Similarly, our data showed differential gene expression and immune-related pathway enrichment during migration. In particular, module 35 in the heart demonstrates broad changes in immune signaling during migration (Fig. 2c). The immune system can also modulate the efficiency of whole body metabolism by regulating insulin sensitivity at the site of target tissues^33^. The immune system requires significant amounts of energy to be maintained in an active state, so it may be advantageous to reduce immune function during this period of intense energy demand for flight. In general, this hypothesis is borne out in our data, where we observed widespread downregulation of proinflammatory cytokine pathways. However, there was one notable except to this overall downregulation of the immune system: those portions of the proinflammatory pathways geared towards increasing levels of scavenging and remodeling of damaged tissues appear to be upregulated. These processes are similar to those found during and after successful recovery from tissue damage due to insult, such as myocardial infarct^34^. 

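PTPRC, of the T cell receptor molecules, had 43.6 ± 14.2 and 31.2 ± 21.4 CPM in NM birds at ZT6 and ZT18 and 13.6 ± 10.1 and 5.38 ± 0.626 CPM in Mig birds in the heart (mean ± SD, n = 5), a log2 fold change with status of -2.11 (SE 0.30, edgeR adjusted p = 0.00027). Also lower in Mig birds were LCP2 (-2.05, SE 0.37), TXK (-2.05, SE 0.41), ZAP70 (-2.01, SE 0.55), IL2RB (-1.98, SE 0.42) and CD247 (-1.94, SE 0.49), of which ZAP70 did not exceed 0.984 CPM and CD247 2.62 CPM in any bird. Of the complement molecules, C1QB (-2.01, SE 0.28, edgeR adjusted p = 0.00024), C1QA (-1.96, SE 0.34, edgeR adjusted p = 0.0015) and C1QC (-1.53, SE 0.30, edgeR adjusted p = 0.0033) were lower. Mig bird 19 stood apart with a T cell receptor score of 0.784 and a complement score of 0.809, inside the range of the NM birds. Without it the T cell receptor score differed by -1.708. From the downregulation of proinflammatory cytokine pathways the paper concludes that in general its hypothesis of reduced immune function is borne out, and it names as an exception scavenging and remodeling of tissue, which appear upregulated to the authors.

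**Figure D2:**
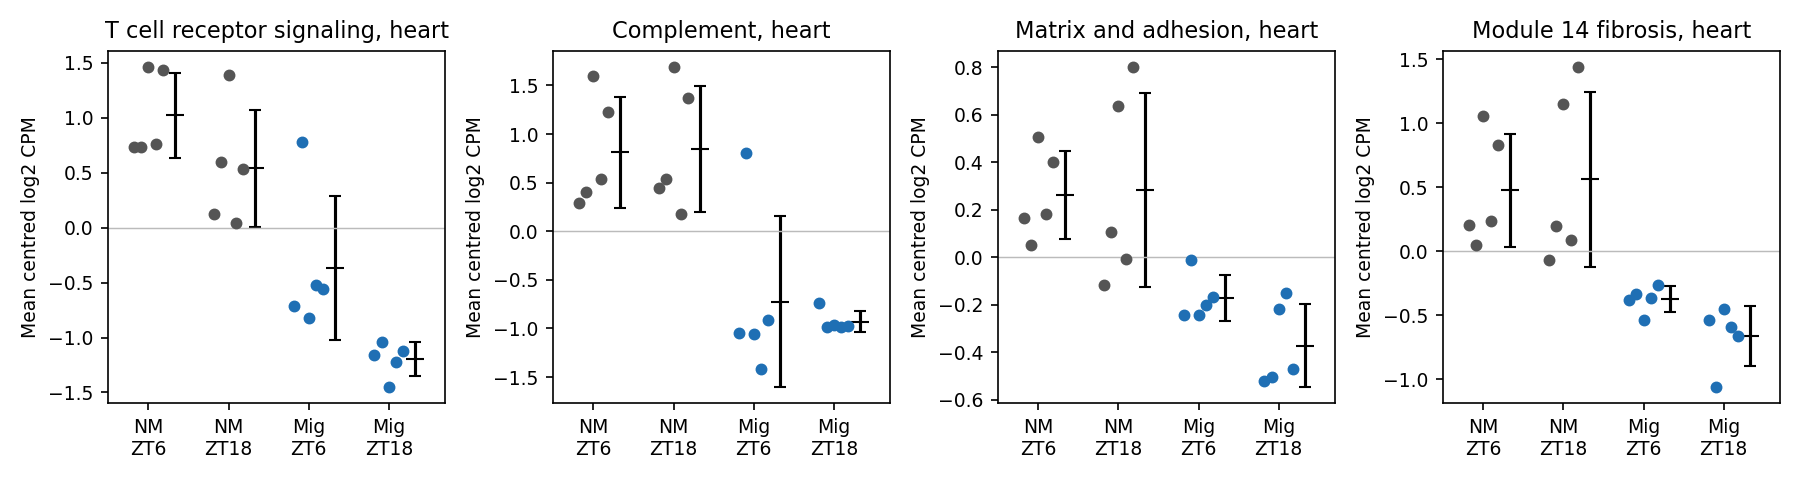
Mean centred log2 CPM of T cell receptor, complement, matrix and adhesion, and module 14 fibrosis genes in the heart of each bird, NM in grey and Mig in blue, with mean ± SD of 5 birds. Mig and NM birds differed by -1.565, -1.656, -0.545 and -1.038.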

For example, some athletes involved in extreme exercise programs may experience either “athlete’s hepatitis”^35^ or cardiac myopathies as a result of either overuse or repeated transient ischemia^36^. We propose that the immune system is modified in a novel way during migration to help remove and repair the physical damage to these tissues caused by overexertion during long distance flight. Additionally, it is intriguing that many gene pathways associated with the formation of fibrosis are significantly downregulated during migration, as fibrosis formation often occurs during tissue damage as part of the wound repair process^37^. These findings further suggest that part of the migratory phenotype is the utilization of the immune system to efficiently repair and remodel tissue as it is catabolized to fuel flight. 

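Of the 12 hepatic fibrosis molecules in heart module 14, COL4A1, COL6A1, COL6A2, COL6A3, MMP2, MYH9 and PDGFRB were matched, and all 7 were lower in Mig hearts. A match needed a symbol, which heart genes past the criteria for status have more often. The direction count and the score p-value are therefore partly tied to the outcome. MMP2 had 130 ± 43.7 and 147 ± 59.3 CPM in NM birds at ZT6 and ZT18 and 77.8 ± 17.9 and 65.0 ± 11.6 CPM in Mig birds (mean ± SD, n = 5), a log2 fold change of -0.96 (SE 0.18, edgeR adjusted p = 0.0023), and PDGFRB changed by -0.69 (SE 0.17, edgeR adjusted p = 0.014). The score of the 7 genes was 0.475 ± 0.441 and 0.563 ± 0.684 in NM birds at ZT6 and ZT18 and -0.376 ± 0.102 and -0.662 ± 0.237 in Mig birds, a difference of -1.038 (exact two-sided permutation p = 3.1e-05), and of between -1.116 and -0.928 with single birds left out. NM birds 33, 37, 29 and 38 scored 1.056, 0.832, 1.151 and 1.443, and the other NM birds between -0.065 and 0.237. All NM birds lay above the highest Mig bird (-0.262), but the size of the difference rests largely on these high birds. Leaving out 1 bird at a time cannot show this.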

Franchini *et al*. (2017) found that the receptor for the cytokine TGF-beta is differentially expressed in the blood of migrant and resident European blackbirds, further suggesting that investigating the role of the immune system in migration may be useful in uncovering systemic regulation of these seasonal events^38^.

One unexpected finding was the general downregulation, in the migratory group, of transcripts for cellular matrix and adhesion proteins. This group of transcripts comprised roughly 6% and 6.5% of all of the differentially expressed genes in the liver and heart, respectively. 

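The paper does not list this class gene by gene, so symbols of collagens, integrins, cadherins and laminins were taken by prefix, 28 in each tissue, with COL4A3BP and ITGB1BP1 sharing only the prefix. In Mig birds 21 were lower and 7 higher in the heart, and 20 lower and 8 higher in the liver. Symbols come from the paper's supplementary lists, which name 594 of 1097 heart genes past the criteria for status but 4129 of 15048 tested. Membership of this class, and so its direction counts and score p-values, is therefore partly tied to the outcome. The heart score was 0.261 ± 0.186 and 0.284 ± 0.409 in NM birds at ZT6 and ZT18 and -0.172 ± 0.097 and -0.373 ± 0.174 in Mig birds (mean centred log2 CPM, SD, n = 5), a difference of -0.545 (exact two-sided permutation p = 3.1e-05). The liver score was 0.170 ± 0.349 and 0.190 ± 0.179 in NM birds at ZT6 and ZT18 and -0.048 ± 0.153 and -0.313 ± 0.107 in Mig birds, a difference of -0.360 (exact two-sided permutation p = 0.0031). With single birds left out the differences lay between -0.595 and -0.481 in the heart and between -0.421 and -0.312 in the liver. In the heart NM birds 33, 37, 29 and 38 had 0.506, 0.4, 0.635 and 0.802, and the other NM birds at most 0.184. Leaving out 1 bird at a time cannot show how far the heart difference rests on these high birds.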

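Of the genes with a symbol that met the criteria for migratory status, 12 of 594 in the heart (2.0%) and 9 of 617 in the liver (1.5%) belonged to this class, all lower in Mig birds. The shares were 4.8% and 3.1% at ZT6 alone (6 of 125 and 3 of 98), 1.3% and 1.4% at ZT18 alone, 1.3% and 1.1% with no fold limit, and 2.3% and 1.8% at an adjusted p under 0.05.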

When analyzed with WGCNA, we found that module 14 in the heart was particularly enriched with pathways controlling fibrosis, cytoskeleton rearrangement, and integrin regulation. These proteins are largely responsible for maintaining the extracellular spaces and providing scaffolding for the attachment of transmembrane proteins on the cell surface^39^; our findings include changes in transcripts for molecules such as cadherins, integrins, glycoproteins and multiple types of collagens. Similarly, Johnston *et al*.^31^ and Sharma *et al*.^21^ found general downregulation of genes involved in cell adhesion and cell motility, consistent with our results^31^. 

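COL6A1 had 109 ± 37.6 and 138 ± 64.4 CPM in NM birds at ZT6 and ZT18 and 45.3 ± 5.11 and 36.7 ± 12.4 CPM in Mig birds in the heart (mean ± SD, n = 5), a log2 fold change with status of -1.59 (SE 0.20, edgeR adjusted p = 9.1e-05). COL6A3 changed by -1.48 (SE 0.18, edgeR adjusted p = 7.8e-05), the integrin ITGA4 by -1.98 (SE 0.40, edgeR adjusted p = 0.0042) and the cadherin CDH5 by -0.75 (SE 0.23, edgeR adjusted p = 0.04). In the liver COL6A3 changed by -0.98 (SE 0.37, edgeR adjusted p = 0.12) and did not meet the criteria, while COL6A1 changed by -1.01 (SE 0.26), ITGA4 by -1.01 (SE 0.26) and CDH5 by -0.86 (SE 0.21).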

We hypothesize that this downregulation of extracellular matrix proteins may help modulate cell to cell communication, cell adhesion and cellular differentiation. Regulation of extracellular matrix composition may be another mechanism that birds use to facilitate repair of tissues damaged from overuse during long distance flight in a way that does not trigger the traditional wound repair mechanisms that could lead to fibrosis or scarring. This coordinated mechanism for organ rejuvenation programed within the migratory phenotype would be necessary to avoid fibrosis or scarring since birds engage in migration twice per year and have a lifespan of 10 years or more, at least in captivity. Although the life expectancy of songbirds in the wild is only a few years, due to predation and other risks, our lab currently houses several white-throated sparrows over 11 years old.

The main focus of this study was to examine changes in RNA levels that occur during migration. One interesting aspect that we attempted to capture in our data is that while both migratory and non-migratory birds share a similar phenotype during the day (i.e. awake and foraging for food), dramatic behavioral differences are seen at night (i.e. sleep when birds are non-migratory vs. awake, navigating and flying when migrating)^6^. To examine this behavioral difference, we included two time points (one during the day and one at night) for transcriptome analysis. 

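Of 10 clock genes, 4 met the criteria for time of day in the heart and all 10 in the liver. CLOCK, NR1D1, DBP and CIART were also looked for and could not be followed. Symbols came only from the paper's supplementary lists of differentially expressed genes. Which clock genes could be followed, and so these counts, may therefore be tied to the outcome. PER2 changed by -2.88 (SE 0.20) at ZT18 in the heart and -5.00 (SE 0.18) in the liver, and CRY1 by -0.60 (SE 0.09) and -2.81 (SE 0.15). NR1D2 was higher by 1.15 (SE 0.12) in the heart and 1.56 (SE 0.17) in the liver, and NPAS2 by 0.97 (SE 0.21) and 0.86 (SE 0.26). ARNTL changed by 0.57 (SE 0.18, edgeR adjusted p = 0.057) in the heart, under 1.5-fold, and by -0.72 (SE 0.20, edgeR adjusted p = 0.01) in the liver. In the liver PER3, NFIL3, BHLHE40 and BHLHE41 changed by -1.44, -1.59, -1.16 and -1.65. Their changes in the heart were -0.68, -0.47, 0.13 and 0.41, with edgeR adjusted p-values of 0.11, 0.071, 0.8 and 0.4. CRY2 changed by -0.44 (SE 0.06) in the heart, under 1.5-fold, and by -0.68 (SE 0.07) in the liver.

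**Figure D3:**
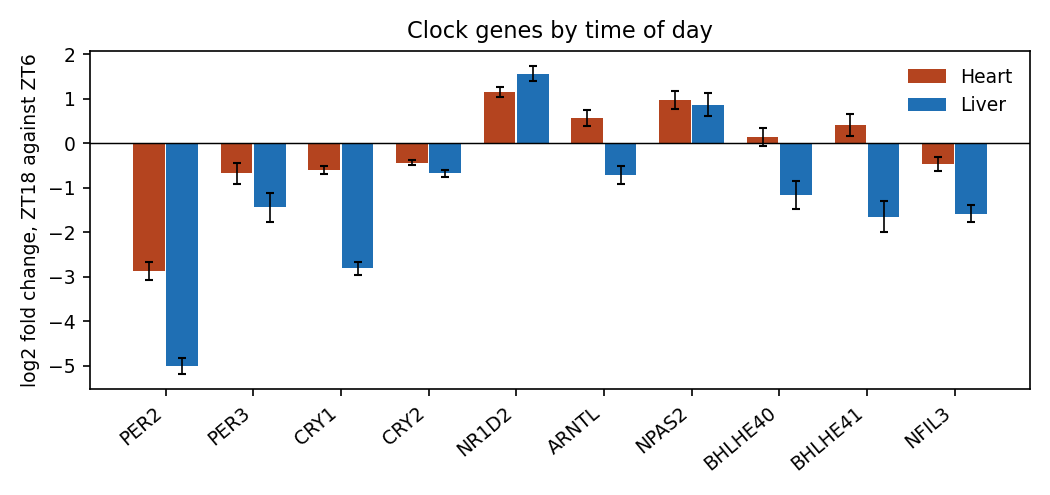
Log2 fold change (± SE, n = 5 birds per group) at ZT18 against ZT6 of 10 clock genes in heart (red) and liver (blue). PER2 changed most, by -2.88 in the heart and -5.00 in the liver.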

Consistent with previous literature, transcripts and pathways known to be a part of the core molecular circadian clock or known to be directly regulated by the molecular circadian clock are significantly different between our two time points (Reviewed in Cassone *et al*.^40^). Circadian clock and clock target genes were also found to be differentially expressed with time of day in the hypothalamus of migratory Swainson’s thrushes and the liver of black headed buntings^20^. 

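Among the 190 heart genes with an interaction (edgeR adjusted p under 0.1 and at least 1.5-fold), CTSL had 133 ± 21.1 and 150 ± 20.8 CPM in NM birds at ZT6 and ZT18 and 120 ± 33.2 and 595 ± 184 CPM in Mig birds (mean ± SD, n = 5), an interaction of 2.14 (SE 0.29, edgeR adjusted p = 0.0018). GABARAPL1 had 286 ± 43 and 178 ± 11.6 CPM in NM birds at ZT6 and ZT18 and 208 ± 50.8 and 805 ± 441 CPM in Mig birds, an interaction of 2.64 (SE 0.35, edgeR adjusted p = 0.0018). Of the 10 clock genes that could be followed, only CRY1 met the criteria for the interaction in the heart (0.79, SE 0.19, edgeR adjusted p = 0.059), with an effect of time of -1.00 in NM and -0.20 in Mig birds. From the interaction the paper reasons that some aspects of clock control differ with the migratory phenotype.

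**Figure D4:**
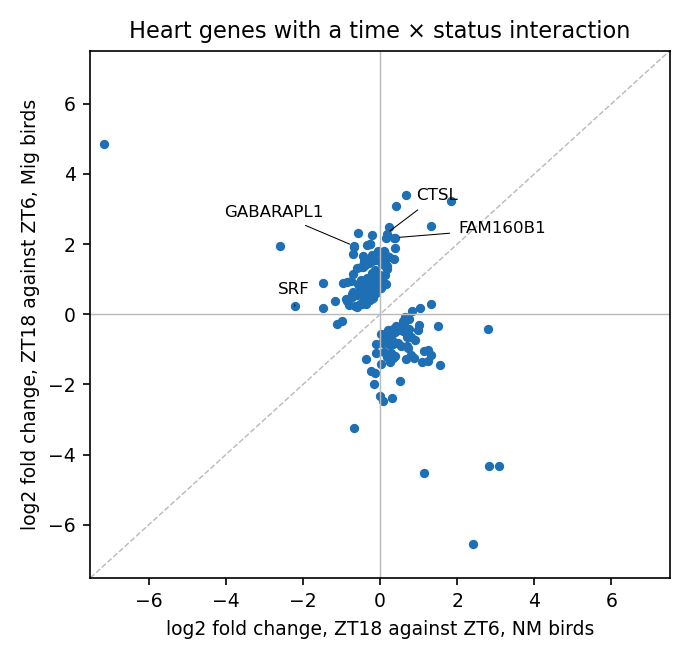
Log2 fold change at ZT18 against ZT6 in NM birds (horizontal) and Mig birds (vertical) of the 190 heart genes with an interaction, n = 5 birds per group. CTSL, at 0.17 in NM and 2.30 in Mig birds, lies far above the dashed line of equal changes.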

Some of our most interesting findings are in the interaction between time of day and migratory status, which implies some aspects of clock control differ with migratory phenotype, unlike what was observed in Swainson’s thrushes. 

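In simulated counts with the means and library sizes of these birds, 66 genes were given an interaction, of which 46 (69.7%) were recovered in the heart and 38 (57.6%) in the liver. For time 95.5% of the changed genes were recovered in the heart and 92.5% in the liver, and for status 95.5% and 88.1%. Every simulated change was larger than the 1.5-fold limit, and weakly expressed genes were left unchanged. These shares therefore do not give the recovery of effects near that limit or of weakly expressed genes.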

Because, the number of samples required for sufficient power to detect significant gene-level interactions is high, we likely underestimated the number of genes affected by this interaction. Nevertheless, we found 10 WGCNA modules within the heart that showed significant interactive effects. These data suggest that there are suites of genes that are differentially expressed while migrating birds are awake at night, and that these are distinct from those expressed during the day in either the migratory or non-migratory states. These suites of genes, in particular, may prove the most useful in dissecting candidates for investigating clock control of migration in future work.

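Of the 190 heart genes with an interaction, 122 met the criteria for time of day in Mig birds only, 24 in NM birds only and 4 in both. Between Mig and NM birds, 152 met them at ZT18 only, 7 at ZT6 only and 2 at both times (edgeR, n = 5 birds per group).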

In summary, the work presented here provides new insights into, and key understanding of, the endogenously generated seasonal changes in the transcriptome that occur during nocturnal migration in birds. These physiological changes include increased endurance and the ability to overcome the typically deleterious effects of sleep loss. Our data are consistent with previous findings such as increased rates and efficiency of lipid metabolism. However, we were able to extend those findings to elucidate novel molecular mechanisms, such as the transcriptional control of enzymes responsible for regulation of different metabolic pathways. Also, key amongst the morphological and physiological changes during migration are those regulated by molecular pathways involved in direct cell-to-cell signaling and adhesion, such as actin and integrins. These pathways, coupled with the extensive downregulation of many immune-related pathways, are unique. They simultaneously maintain the tissue-repair and remodeling machinery at a high efficiency for both catabolism of tissue for fueling flight, fixing damage to tissue through prolonged use and ultimately providing a scaffolding network for tissue regrowth after migration, while reducing the energetic requirements of the full immune system. Our work suggests that these processes are undertaken via previously unreported mechanisms. Taken together, our data will allow for the generation of multiple novel hypotheses on the physiological regulation of migration and will lead to a more complete understanding of the unique ability of birds to dynamically reduce sleep requirements while completing ultra-endurance events without concomitant negative consequences.

## Supplementary information

Supplementary Information

Table SI2

Table SI4

Table SI7

Table SI9

Table SI10

# Supplementary material for: Transcriptome Analyses of Heart and Liver Reveal Novel Pathways for Regulating Songbird Migration
**Source:** Sci Rep. 2019 Apr 15;9:6058. doi: 10.1038/s41598-019-41252-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Transcriptome Analyses of Heart and Liver Reveal Novel Pathways for Regulating Songbird Migration**

**William J. Horton^1^, Matthew Jensen^2^, Aswathy Sebastian^3^, Craig A. Praul^3^, Istvan Albert^3,4^, and Paul A. Bartell^1,5,6^**

***** Correspondence to should be addressed to Paul Bartell, 

**Figure SI1: Determining Migratory Status by Expression of Zugunruhe.**

Birds in migratory state showed significantly more episodes of Zugunruhe (A; t = 7.93, df = 11.21, p < 0.00001) and significantly greater fat deposits (B; t = 7.2884, df = 19.996, p < 0.0000005).

**Table SI2: Differentially Expressed Genes in the Heart**

Full listing of differentially expressed genes for time of day, migratory status or the interaction in heart are presented.

**Figure SI3: Volcano Plots of Differentially Expressed Genes in the Heart.**

Volcano plots of differentially expressed genes in the heart as a factor of the main effect of time of day (A), migratory status (B) or the interaction of time of day x migratory status (C). Black colored points indicate non-significant findings, while red-colored dots are significant at p<0.05.

**Table SI4: Differentially Expressed Genes in the Liver**

Full listing of differentially expressed genes for time of day, migratory status or the interaction in liver are presented.

**Figure SI5: Volcano Plots of Differentially Expressed Genes in the Liver.**

Volcano plots of differentially expressed genes in the liver as a factor of the main effect of time of day (A), migratory status (B) or the interaction of time of day x migratory status (C). Black colored points indicate non-significant findings, while red-colored dots are significant at p<0.05.

**Figure SI6: Overlap of Differentially Expressed Genes by Tissue and Effect.**

Venn diagrams showing the number of unique and common genes with effects of time of day, migratory status and the time of day x migratory status interaction. 

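In the heart 1755 genes met the criteria for at least 1 effect: 500 for time alone, 994 for status alone, 126 for the interaction alone, 71 for time and status, 32 for time and interaction, 14 for status and interaction, and 18 for all 3. In the liver there were 3245, with 2286 for time alone, 718 for status alone, 2 for the interaction alone, 233 for time and status, 3 for time and interaction and 3 for all 3. Of 13771 proteins tested in both tissues, 228 met the criteria for time in both, 200 of them in the same direction, and 316 for status, 308 in the same direction.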

Panel A diagrams the data from the heart, and panel B shows the genes from the liver.

**Table SI7: IPA Pathway Enrichment for DEGs in Heart and Liver**

Full list of IPA enriched pathways from DEGs.

**Figure SI8: WGCNA Network Construction in Heart and Liver**

This dendrogram shows weighted gene co-expression network construction in the heart. Genes are grouped into modules, as denoted by the colored bar along the bottom, based on hierarchical clustering. The y-axis is a measure of dissimilarity based on topological overlap, while each line represents a single gene.

**Table SI9: WGCNA Summary Statistics and IPA Enrichments in Heart**

This table contains results of 2-way ANOVA (Time, Migratory Status, and Time x Migratory) statistics, as well as IPA enrichment results from the WGCNA analysis in the heart.

**Table SI10: WGCNA Summary Statistics and IPA Enrichments in Liver**

This table contains results of 2-way ANOVA (Time, Migratory Status, and Time x Migratory) statistics, as well as IPA enrichment results from the WGCNA analysis in the liver.

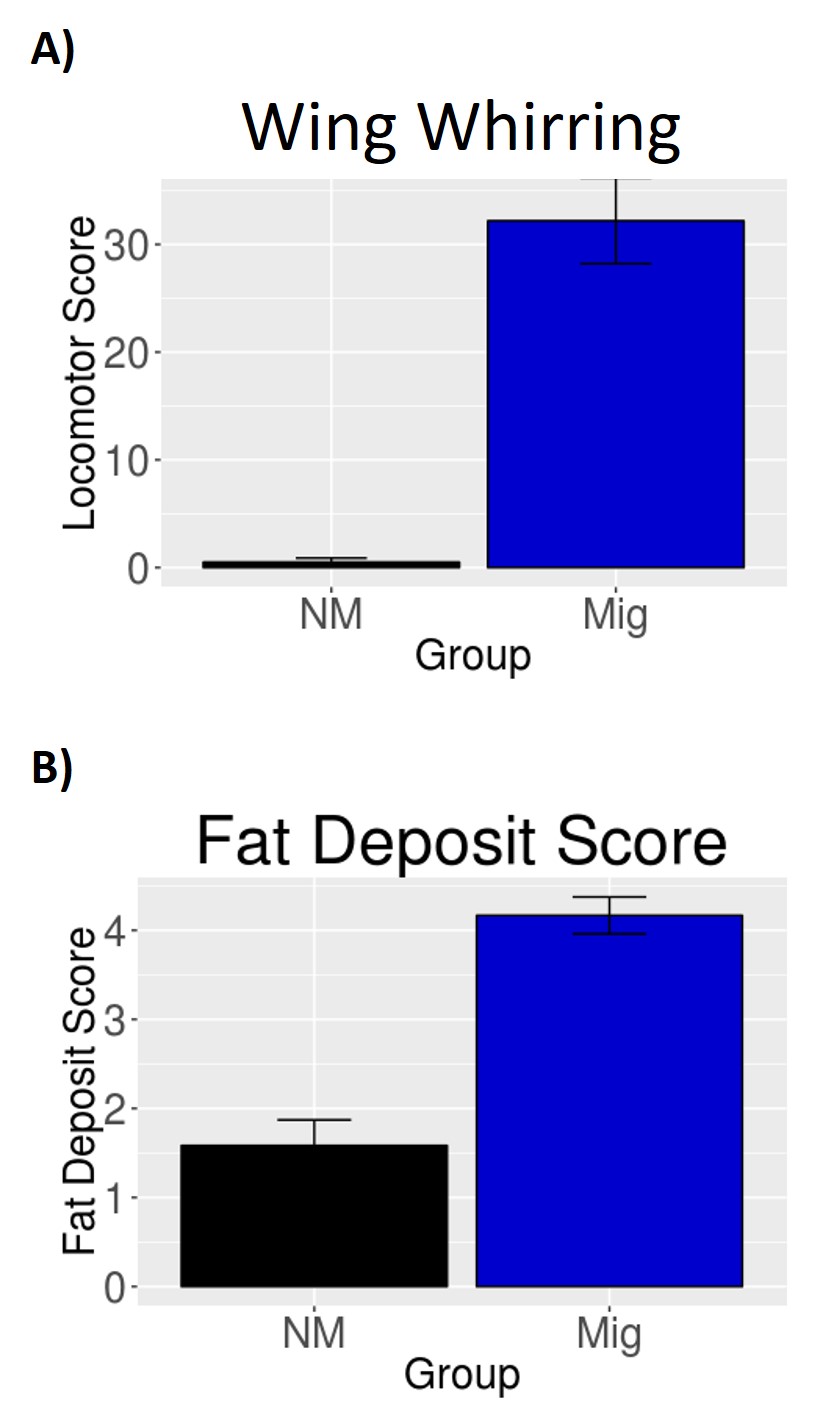

**Figure SI1: Determining Migratory Status by Expression of Zugunruhe.**

Birds in migratory state showed significantly more episodes of Zugunruhe (A; t = 7.93, df = 11.21, p < 0.00001) and significantly greater fat deposits (B; t = 7.2884, df = 19.996, p < 0.0000005).

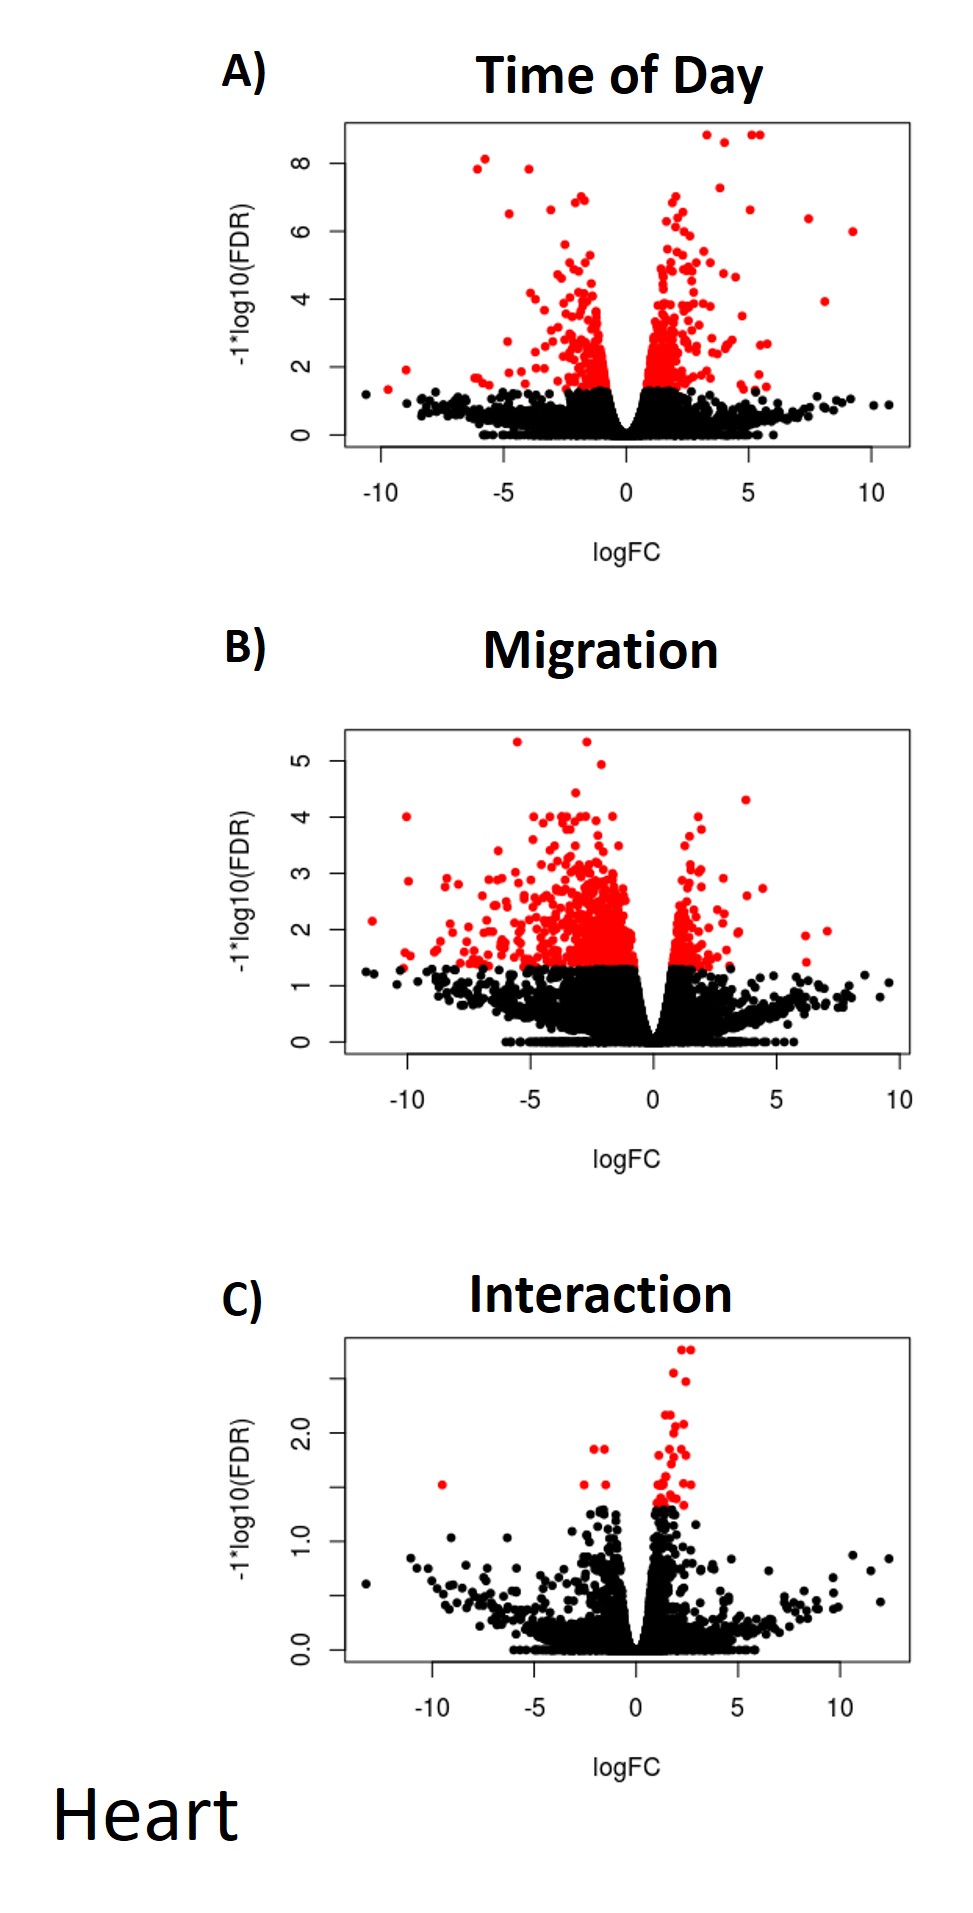

**Figure SI3: Volcano Plots of Differentially Expressed Genes in the Heart.**

Volcano plots of differentially expressed genes in the heart as a factor of the main effect of time of day (A), migratory status (B) or the interaction of time of day x migratory status (C). Black colored points indicate non-significant findings, while red-colored dots are significant at p<0.05.

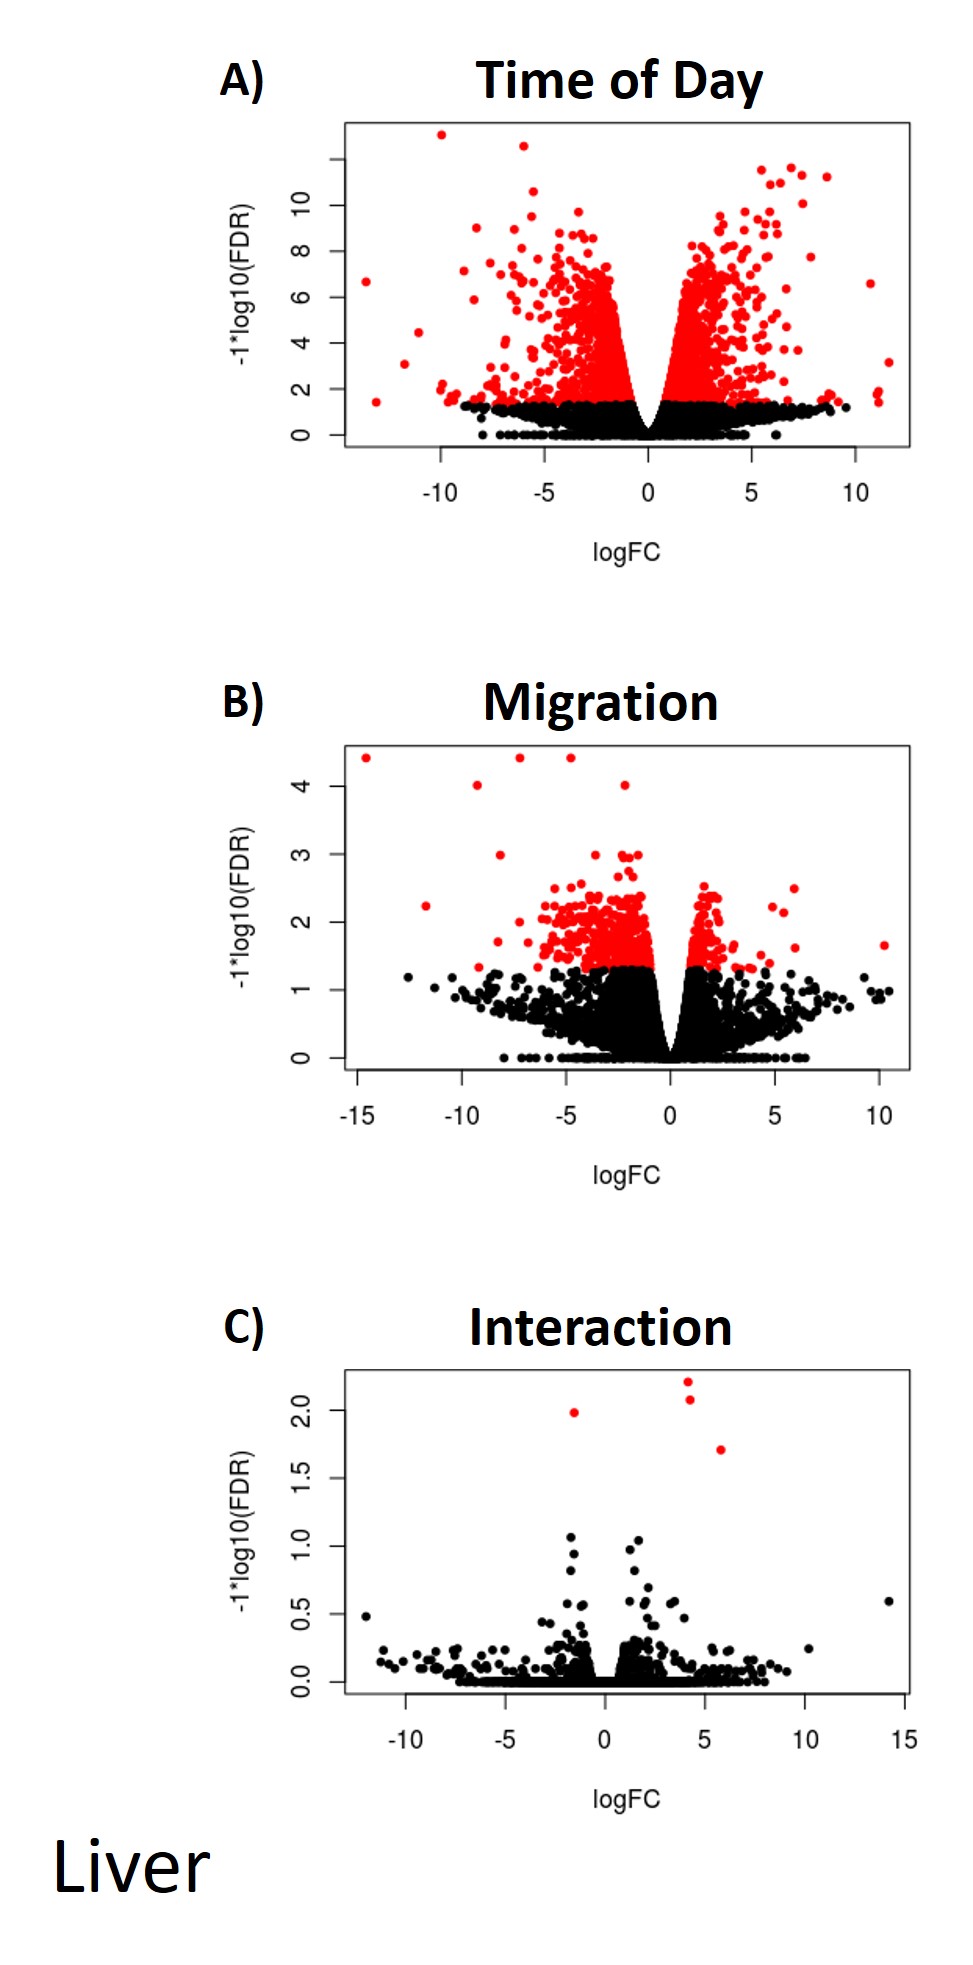

**Figure SI5: Volcano Plots of Differentially Expressed Genes in the Liver.**

Volcano plots of differentially expressed genes in the liver as a factor of the main effect of time of day (A), migratory status (B) or the interaction of time of day x migratory status (C). Black colored points indicate non-significant findings, while red-colored dots are significant at p<0.05.

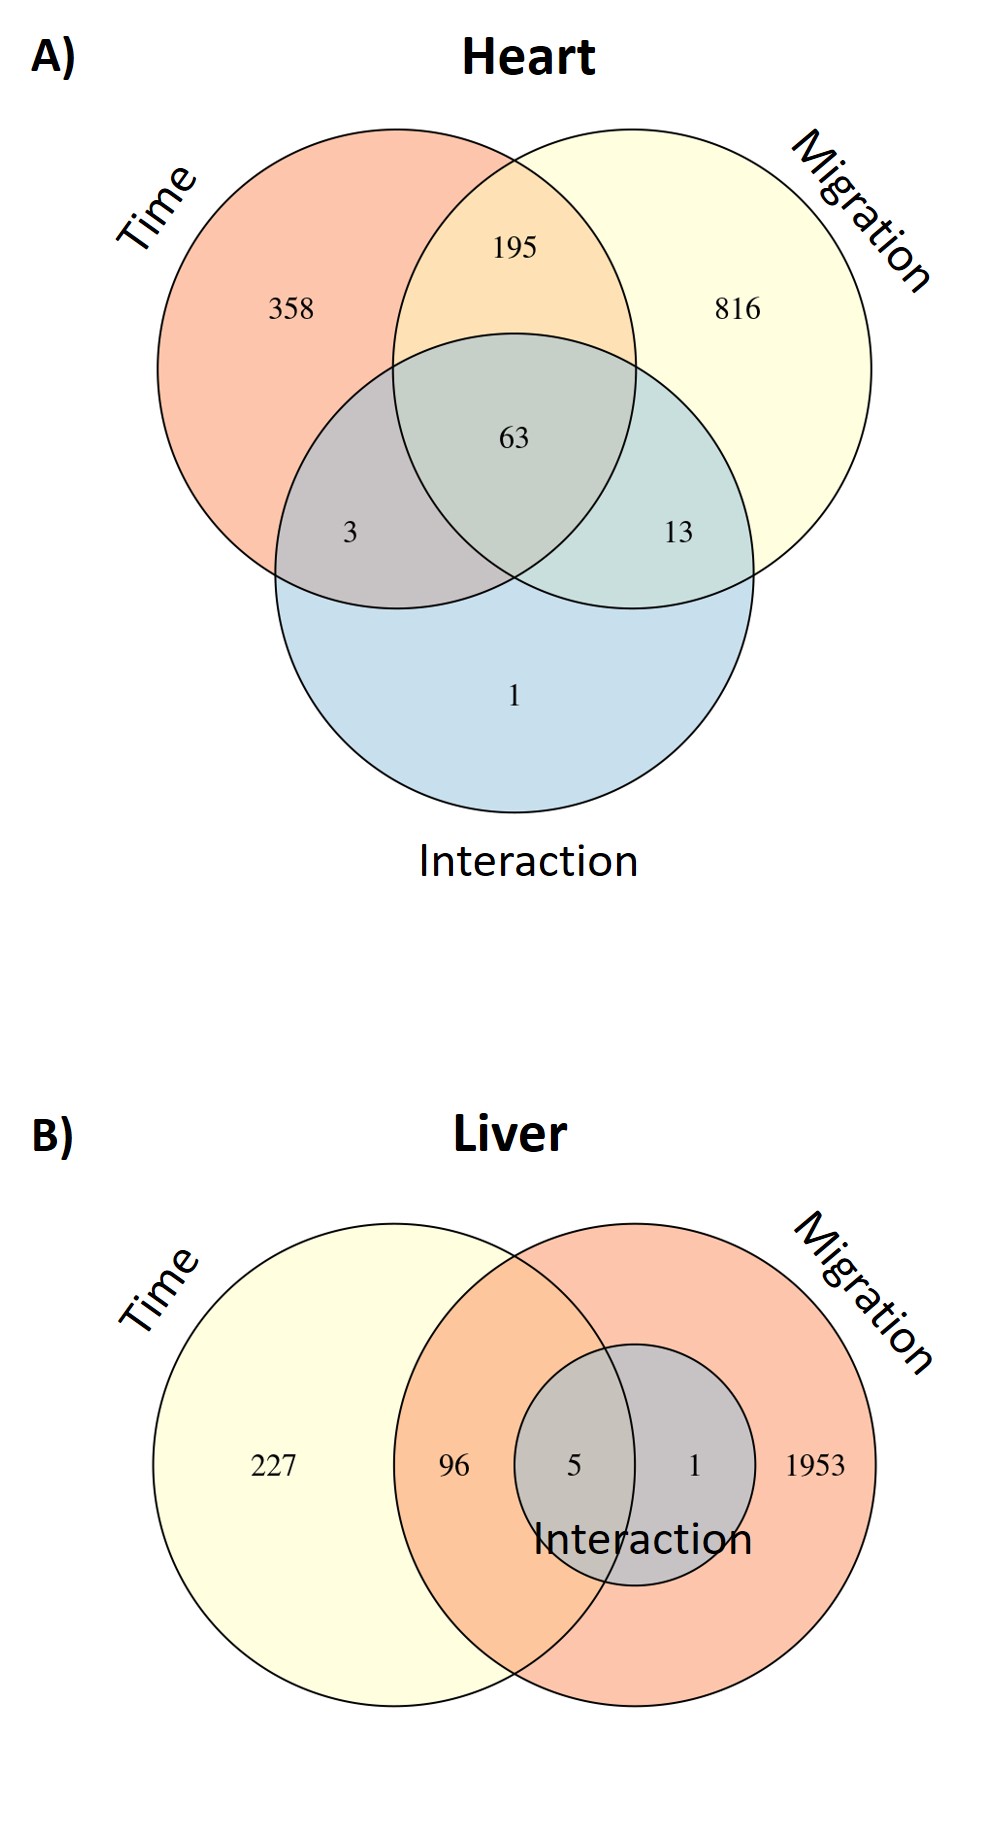

**Figure SI6: Overlap of Differentially Expressed Genes by Tissue and Effect.**

Venn diagrams showing the number of unique and common genes with effects of time of day, migratory status and the time of day x migratory status interaction. Panel A diagrams the data from the heart, and panel B shows the genes from the liver.

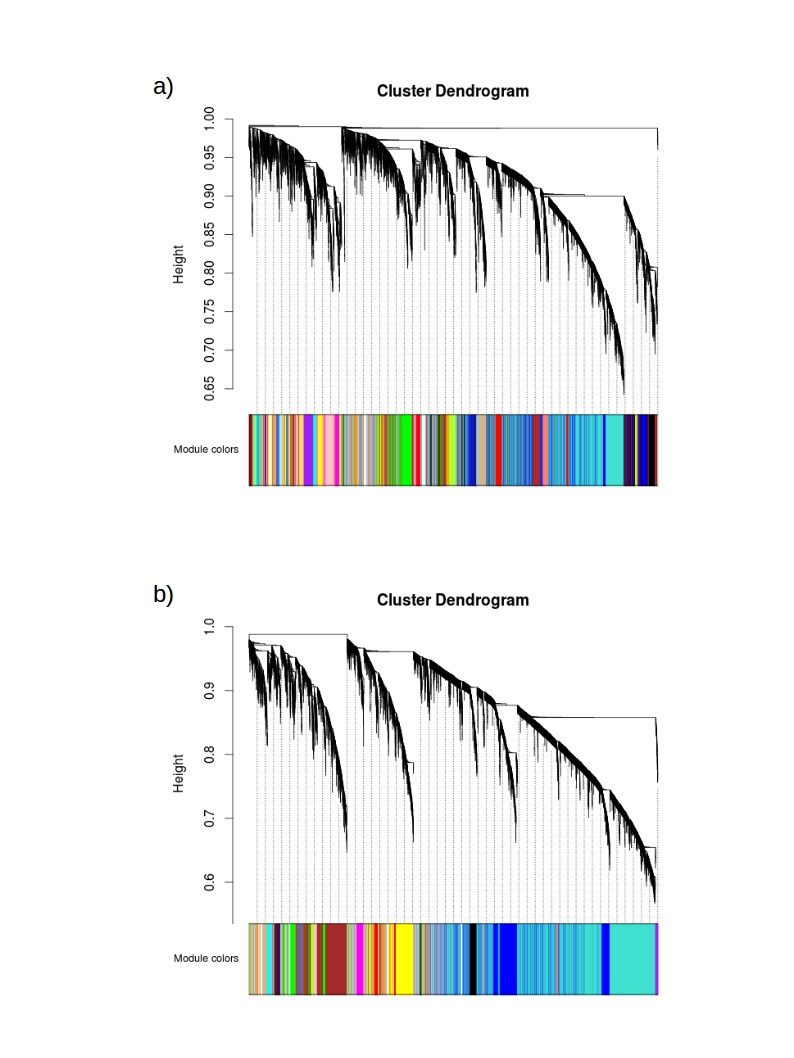

**Figure SI8: WGCNA Network Construction in Heart and Liver**

This dendrogram shows weighted gene co-expression network construction in the heart. Genes are grouped into modules, as denoted by the colored bar along the bottom, based on hierarchical clustering. The y-axis is a measure of dissimilarity based on topological overlap, while each line represents a single gene.

How the deposited data were processed for this re-analysis (not part of the article)

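The authors trimmed reads with Trimmomatic, assembled a transcriptome of each tissue with Trinity, condensed and annotated it with TransPS against zebra finch proteins, mapped 100 nt single-end reads with Bowtie2 and quantified transcripts with eXpress. Counts are the deposited numbers of reads that eXpress assigned to a transcript in all or uniquely. Estimated counts, also called expected counts, are the deposited numbers in which eXpress shared out ambiguous reads, and effective counts are these adjusted for effective length. FPKM is the deposited estimated count per kilobase, scaled to library size, as computed by eXpress for the authors.

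Groups were formed from the sample labels by tissue, time (ZT6 or ZT18) and status (NM or Mig), with 5 birds per group, 20 birds and 40 libraries. Samples with the same bird number in heart and liver were taken to come from 1 bird. Estimated counts per library ranged from 7277831 to 17714173 in the heart and from 11221517 to 21408471 in the liver. Between birds of a group, transcripts varied more than counting alone would give, with a chi-square per degree of freedom between 20.65 and 94.23 in the heart and between 39.14 and 213.68 in the liver.

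Rounded estimated counts of transcripts with at least 2 counts in total were normalized by TMM and fitted with edgeR 4.0.16 (quasi-likelihood, legacy fit), and p-values were two-sided and adjusted by the Benjamini-Hochberg method within a tissue and effect. The criteria were an edgeR adjusted p under 0.1 and at least a 1.5-fold change. Other tools were R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For the comparison of tissues, transcripts were matched by protein and the bird was a block of the model. Scores of gene sets are the mean over genes of log2 CPM (prior count 2) centred on the mean of the 20 birds. Scores and hub-gene eigengenes were tested by exact two-sided permutation within strata (252 arrangements in each, 63504 in all) or, for the interaction, by 100000 permutations of residuals, with a threshold of 0.05.

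Alternatives were other scaling (DESeq2 size factors, library totals), other filters (none, edgeR filterByExpr, FPKM of at least 1 in every library), effective or unique counts, other tests (DESeq2, limma on log2 FPKM with 1 or 0.1 added, robust or newer edgeR fits, a bound at the chi-square likelihood-ratio p), each bird left out in turn and, for the counts of genes, an adjusted p under 0.05, no fold limit and the effect at a single level of the other factor. Score alternatives were a prior count of 0.5, log2(FPKM + 1), effective counts, the median over genes and the mean z-score.

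Named genes are, for each tissue and effect, the 3 with the lowest p past the criteria and the same direction at both levels of the other factor (for the interaction, the 3 with the lowest p), and every gene the paper names for the claim at hand in its text or Tables 1 to 5. Alternatives for single genes were computed for the genes of Tables 1 and 2, TAT, UPP1, UPP2 and these top 3.

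As a self-test, counts were simulated with 200 changed genes at known effects. All of these effects were larger than the 1.5-fold limit, and weakly expressed genes were left unchanged. In the heart 64 of 67 changed genes were recovered for time, 64 of 67 for status and 46 of 66 for the interaction, and in the liver 62, 59 and 38. Unchanged genes called were 7, 7 and 2 in the heart and 7, 11 and 1 in the liver.

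Networks, pathway enrichment, heatmaps, transcriptome assembly and behaviour were not analysed here. Values of some single genes are not reported here. Hub gene lists were read in shortened form, and the class of matrix and adhesion genes was defined by symbol prefix. The edgeR version, the normalization and the coding of the contrasts were searched for in the paper and its supplementary files and are not named there. The methods give a filter of fewer than 2 counts and the results a filter of FPKM under 1, and the former was used.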

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

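Birds that stood apart from the other 4 of their group were picked out by Dixon's ratio above 0.71, a rule by which about 1 in 20 groups is picked out by chance. Of 132 groups tested, 10 were picked out, against about 7 by chance. The tests on NM birds 8 and 11 were chosen only after their values were seen, and the splits of the birds were set before.

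Mig bird 19 at ZT6 had a T cell receptor score of 0.784 (ratio 0.813) and a complement score of 0.809 (ratio 0.774) in the heart, inside the range of the NM birds. Its position between the NM mean (0) and the Mig mean (1), computed over status genes found without it, was 0.38 in the heart, the lowest of the Mig birds, and 0.59 in the liver. Mig bird 5 at ZT18 had a complement score of -0.739 (ratio 0.898), a small distance from a tight group. Mig bird 27 at ZT18 had a ketogenesis score of 1.56 in the liver (ratio 0.751). Single high or low birds of this kind may be chance, since about 7 are expected among 132 groups.

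In the liver, NM bird 29 at ZT18 had 1290 CPM of CTSL against 1020 to 1050 in the others (ratio 0.89). Mig bird 22 at ZT18 had 712 CPM of LOC100229295 against 407 to 474 (ratio 0.727). Neither changes the direction of the effect of time, which was 3.40 for CTSL and 2.72 for LOC100229295.

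NM bird 8 at ZT6 had 48.3 CPM of TTR against 2280 to 3410 in the others (ratio 0.906), 60.2 CPM of LOC100220148 against 493 to 672 (ratio 0.872) and 57.3 CPM of UPP2 against 112 to 144 (ratio 0.726). NM bird 11 at ZT18 had 33.7 CPM of LOC100220148 against 211 to 386 (ratio 0.752), and its 51.6 CPM of TTR against 425 to 2900 were low too (ratio 0.523).

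NM birds 8 and 11 lie toward the Mig birds, with positions of 0.59 and 0.51 in the heart and 0.78 and 0.40 in the liver. In the heart they were not alone, since NM birds 2, 35, 28 and 30 lay at 0.37, 0.31, 0.32 and 0.45. NM birds 33, 37, 29 and 38 lay apart, between -0.46 and -0.33, with no NM bird in the gap. The heart positions therefore split the whole NM group, and heart effects of status average over this split. An exchanged library would move 1 tissue only, but the heart and liver positions of the 10 NM birds went together (Pearson r = 0.78, permutation p = 0.0094, adjusted over 2 relations 0.019, rho = 0.87, permutation p = 0.0025), with r = 0.67 without birds 29 and 33. In Mig birds r was 0.45 (permutation p = 0.19) and rho 0.19, with r = -0.54 without birds 19 and 14. Bird 8 recorded under the wrong status had 2 of 2 positions inside the range of the Mig birds, but in the heart that range reaches so low only through Mig bird 19 (0.38), and the next lowest Mig bird was at 0.74. Bird 11 recorded under the wrong status had 1 of 2 positions inside that range. Bird 2 in the liver (0.71) and bird 30 in the heart (0.45) were inside it too. Sequencing depth is a poor candidate explanation, with 1 of the 4 libraries at an extreme of its group. An uneven response to the light schedule within the NM group could also give this pattern, but the ratio of variances of NM and Mig positions (4.95 in the liver, the smaller of both tissues) would be raised by wrongly recorded birds too. For bird 8 the heart scores argue in part against a recording error. Its fibrosis score (0.045) lay above those of all Mig birds (-1.063 to -0.262). Its matrix and adhesion score (0.052) lay just above theirs (at most -0.01). Its T cell receptor (0.731) and complement (0.402) scores and module 14 eigengene (-0.048) were inside the Mig range only through Mig bird 19. The liver position of bird 8 is inside that range, so a recording error is not excluded and a biological spread remains open. The liver position of bird 11 (0.40) lies below that of the lowest Mig bird (0.59).

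The effect of status differed between the tissues for 493 genes (220 higher and 273 lower in heart minus liver), opposite in direction for 362. Only 26 of the 493 met the criteria for status in both tissues, 139 in the heart only, 161 in the liver only and the rest in neither. An opposite sign therefore often rests on an effect that missed the criteria in at least 1 tissue. Such an effect need not be near 0, as for EFHD1, with -0.46 in the heart and 0.46 in the liver. For SLC26A5 the difference was 2.43 (heart 0.15, liver -2.38), for PPP1R3C -2.09 (heart -1.02, liver 1.06) and for FREM2 -1.90 (heart -1.74, liver 0.14). Among 40 splits of the same birds, only 1, the real one, gave as many genes, and the highest of the others gave 10, so an accidental division of the birds is not a likely explanation.

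The effect of time differed between NM and Mig birds for 190 heart genes and 8 liver genes. Of 100 splits in each tissue, 1 in the heart gave at least 190 and 2 in the liver at least 8, the real one included, and the highest of the others gave 3 and 120. An accidental division of the birds could therefore give the liver count, if rarely. Interactions were also found for the module 5 hub-gene eigengene in the liver (0.165), the module 35 hub-gene eigengene in the heart (0.598) and the ketogenesis score in the liver (0.768).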

How the results depend on the processing

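Alternatives and fits without single birds were set before the data were examined, except the setting named as added. A count is called moved when it changes more than 1.5-fold, and the cause was not tested for any of the changes.

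Heart genes for time (621) moved to 378 with FPKM of at least 1 in every library, 397 with limma on log2(FPKM + 1), 293 in NM birds alone and 1434 with no fold limit. Heart genes for status (1097) moved to 429 with the FPKM filter, 186 at ZT6 alone and 2008 with no fold limit. Heart interaction genes (190) moved to 408 with DESeq2, 86 with the bound at the chi-square p, 122 with limma on log2(FPKM + 1), 73 at an adjusted p under 0.05 and 82 with the added setting.

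Liver genes for time (2525) moved to 1548 with the FPKM filter, 1482 in NM birds alone and 4490 with no fold limit. Liver genes for status (954) moved to 494 with the FPKM filter, 573 with limma on log2(FPKM + 1), 141 at ZT6 alone, 526 at ZT18 alone, 1481 with no fold limit and 327 with the added setting. Liver interaction genes (8) moved to 55 with DESeq2, 14 with the FPKM filter and 3 at an adjusted p under 0.05.

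Without single birds the counts were 561 to 644, 829 to 1221 and 90 to 457 (9 moved) in the heart and 2366 to 2570, 684 to 1243 and 3 to 30 (16 moved) in the liver, for time, status and interaction. With 5 birds per group the interaction counts are the least settled. The simulation recovered 69.7% and 57.6% of interaction genes, whose effects were all larger than the 1.5-fold limit.

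For the comparison of tissues the bird was a block, and with no bird block 499 genes were found in place of 493. Without single birds there were 313 to 688 (4 moved). No paired analysis was possible within a tissue because groups share no birds.

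The status effect on the module 5 hub-gene eigengene (0.051) no longer met the threshold of 0.05 with log2(FPKM + 1) (0.027) and log2 CPM (0.032), and without single birds it ranged from 0.045 to 0.061 and missed the threshold in 11 fits. The status effect on module 35 (0.200, exact two-sided permutation p = 0.046) missed the threshold with the mean z-score (0.367 on that other scale, exact two-sided permutation p = 0.16), and without single birds it ranged from 0.185 to 0.242 and missed the threshold in 13 fits. Eigengenes have unit length over the birds of a fit, so these ranges without single birds are not on 1 scale. The status effect on ketogenesis (-0.054) ranged from -0.102 to 0.040, reversed without NM bird 37.

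Of 840 values of 65 results on named genes under 13 alternatives of processing or test, 814 kept their label, 10 were weaker, 16 stronger and 0 reversed. Of 1300 values without single birds, 1242 kept it, 40 were weaker, 18 stronger and 0 reversed. Effects at a single level of the other factor are not in these counts, and there the sign sometimes differed from the mean: at ZT6 the effect of status was negative for BNIP3 (-0.27), CTSL (-0.15) and GABARAPL1 (-0.46) in the heart and for AK4 (-0.08), TAT (-0.35), UPP1 (-1.04) and UPP2 (-1.01) in the liver, and the effect of time on TAT was -0.74 in NM birds.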

Differences from the paper's values

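Values differ from the paper's as follows, with the alternatives set before the data were examined that come near the paper's value. Counts, shares and F values are listed where one is more than 1.5 times the other, and log2 fold changes where they differ by more than the standard error. Liver genes for time (2525, where the paper gives 1757) and for the interaction (8, where the paper gives 6) are inside that limit. For time of day in the heart the paper's text and supplement differ. The supplementary gene list holds more genes past the thresholds than the 379 of the text, and is nearer to the count found here. For heart genes differing by time of day, 621 were found here and the paper gives 379; FPKM of at least 1 gave 378, limma on log2(FPKM + 1) 397, the bound at the chi-square p 456, an adjusted p under 0.05 478 and NM birds alone 293, and the other settings did not come near. For heart genes differing by migratory status, 1097 were found here and the paper gives 684; limma on log2(FPKM + 1) gave 772, an adjusted p under 0.05 824, the chi-square bound 860 and filterByExpr 994. For heart interaction genes, 190 were found here and the paper gives 69; an adjusted p under 0.05 gave 73 and the chi-square bound 86, and a setting chosen after seeing the values gave 82, while for the heart counts of time and status it gave 586 and 1027 and for the liver count of status 327, none of them near. For liver genes differing by migratory status, 954 were found here and the paper gives 576; limma on log2(FPKM + 1) gave 573, ZT18 alone 526, the FPKM filter 494, an adjusted p under 0.05 657 and the chi-square bound 732.

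For the F of the module 10 eigengene by time, 51.23 was found here and the paper gives 18.23; the mean z-score gave 16.45. For module 35 by status, 9.05 was found here and the paper gives 15.41; log2(FPKM + 1) gave 11.35 and log2 CPM 15.45. For module 14 by status, 19.63 was found here and the paper gives 9.59; the mean z-score gave 10.01. For module 5 the paper's supplement gives 68.55 for time, against 1183.46 here with none of 4 alternatives near it, and 9.50 for status, against 16.61 here and 6.90 with log2(FPKM + 1). The share of matrix and adhesion genes was 1.5% in the liver and 2.0% in the heart, where the paper gives 6% and 6.5%; of 4 alternatives only ZT6 alone in the heart, with 4.8%, came near. The class was taken here by symbol prefix.

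Log2 fold changes of Tables 1 and 2 are compared in the paper's sign, ZT6 against ZT18 and NM against Mig, and the value in brackets is the effect at a single level, in Mig birds for time and at ZT18 for status, which was set before the data were examined for the counts of genes only and was chosen for these genes after seeing the values. A setting chosen after seeing the values, because of its match to these tables, joins effective counts to the single-level effects and gave the paper's value for each of these genes. For time and for status in each tissue this held for all 10 genes. It argues against the paper's values for these genes being averages over both levels of the other factor.

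In the heart the values of log2 fold change, time of day, are AKIP1 -2.54 here and -3.28 in the paper (-3.24), CPT1A -1.65 here and -1.83 in the paper (-1.78), FAM160B1 -1.29 here and -2.21 in the paper (-2.18), SLC43A2 -1.91 here and -2.50 in the paper (-2.50) and PER2 2.88 here and 3.14 in the paper (3.17). For further genes they are CTSL -1.23 here and -2.35 in the paper (-2.30), GTPBP2 -1.01 here and -1.27 in the paper (-1.28), HSP90AA1 3.02 here and 3.26 in the paper (3.26) and HSP90B1 1.54 here and 1.85 in the paper (1.88). For HSP90AA1 an FPKM of at least 1 (3.04) and limma on log2(FPKM + 1) (3.04) or log2(FPKM + 0.1) (3.06) also came near, and for the other genes no alternative set before the data were examined did.

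In the heart the values of log2 fold change, status, are FAM160B1 -0.97 here and -1.89 in the paper (-1.86), CTSL -0.92 here and -2.03 in the paper (-1.99), LOC100229431 2.77 here and 3.54 in the paper (3.52), OXSR1 -0.58 here and -1.13 in the paper (-1.13) and GABARAPL1 -0.86 here and -2.20 in the paper (-2.18). The remaining ones are ARHGAP20 -0.90 here and -1.27 in the paper (-1.28), BNIP3 -0.64 here and -1.48 in the paper (-1.56), HMCN1 1.59 here and 1.94 in the paper (1.92), FREM2 1.74 here and 3.02 in the paper (3.02) and PNPLA8 -0.64 here and -0.95 in the paper (-0.92). No alternative set before the data were examined came near for these genes.

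In the liver the values of log2 fold change, time of day, were SCAP 3.01 here and 3.77 in the paper (3.79), CTSL -3.40 here and -3.92 in the paper (-3.85), SLC43A2 -3.68 here and -4.05 in the paper (-4.02), CHD2 1.71 here and 2.23 in the paper (2.26) and SLC22A5 -2.94 here and -3.27 in the paper (-3.24). Others were CITED2 -2.32 here and -2.82 in the paper (-2.80) and IVNS1ABP -4.29 here and -4.04 in the paper (-4.01). Library totals also came near for SLC43A2 (-3.91) and SLC22A5 (-3.15), and for the other genes no alternative set before the data were examined did.

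In the liver the values of log2 fold change, status, were SLC26A5 2.38 here and 2.86 in the paper (2.88), UPP2 -1.04 here and -3.14 in the paper (-3.09), LOC100223441 1.09 here and 1.26 in the paper (1.29), LOC100225830 1.14 here and 1.60 in the paper (1.57) and UPP1 -1.07 here and -3.23 in the paper (-3.17). The rest were LOC100221560 4.60 here and 5.48 in the paper (5.44), TDO2 -0.74 here and -1.32 in the paper (-1.33) and AK4 -0.92 here and -1.98 in the paper (-1.93). Limma on log2(FPKM + 0.1) also came near for LOC100223441 (1.13), and for the other genes no alternative set before the data were examined did.

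MRC2 had the lowest p-value for status in the heart here and is not in Table 1. The paper calls TAT and the uridine phosphorylases upregulated during migration, while here their log2 fold changes were 1.30 for TAT, 3.17 for UPP1 and 3.09 for UPP2 at ZT18 (edgeR adjusted p = 0.009, 0.0023 and 0.0023) and -0.35, -1.04 and -1.01 at ZT6 (edgeR adjusted p = 0.53, 0.26 and 0.26). It describes ketogenesis in module 5 as enriched during migration, while the score of its 4 genes differed by -0.438 at ZT6 and 0.330 at ZT18 with status, with a mean of -0.054 (exact two-sided permutation p = 0.76) and an interaction of 0.768 (two-sided permutation p = 0.0055). It reports no liver module with an interaction, and its supplement gives module 5 an interaction F of 0.303, while the module 5 hub-gene eigengene here had an F of 42.99 (0.165, two-sided permutation p = 8e-05); with F values this far apart for time and the interaction, this eigengene does not stand for the paper's whole module. The eigengene of module 14 is higher in Mig birds in the paper's figure and lower here (-0.322), and the sign of an eigengene is arbitrary. The text of the paper counts 16 liver modules for status, and its supplement has 14 under a corrected p of 0.05.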

Other observations

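Tests on the share of lower genes, on FKBP5 and on splits of the birds were set before their results were seen; no other tests were added in this part.

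Of the genes past the criteria for status, 86.9% in the heart and 80.6% in the liver were lower in Mig birds. Scaling between libraries is not a likely explanation, with at least 87.3% in the heart and 80% in the liver under 2 other scalings. Sequencing depth did not differ clearly between Mig and NM birds (exact two-sided permutation p = 0.55 in the heart and 0.091 in the liver). Weakly expressed transcripts do not account for it, with 83.2% and 80% when FPKM of at least 1 was required. Reads shared between similar transcripts do not either, with 87.9% and 82.3% from unique counts. For transcript length, the ratio of the median lengths of higher and lower genes was 1 in the heart and 1.18 in the liver. The share depends on the fold limit, being 62% in the heart and 63.6% in the liver without it, and on the time of day, being 83.3% and 67.4% at ZT6 alone and 66.6% and 74.3% at ZT18 alone. A setting chosen after seeing the values, with effective counts at ZT18, gave 63% and 73.7%. With scaling, depth, weak expression, shared reads and length tested in this way, a biological effect of migratory status remains as a hypothesis.

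Whether an accidental division would do as well was tested by dividing the same birds in other ways, 100 splits for each tissue and effect. As many genes as in the real groups were found in 1 split for status in the heart, 2 for time in the heart, 1 for status in the liver and 1 for time in the liver, the real one included. The highest counts of the other splits were 304, 675, 32 and 1249, so an accidental division is an unlikely explanation for status in both tissues and for time in the liver. For time in the heart 1 other split gave more genes (675) than the 621 of the real groups, so an accidental division could give that count alone, if rarely. The same split gave 0 genes for time in the liver, where the real groups gave 2525. Taken over both tissues, this argues against an accidental division for time.

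FKBP5 was higher in Mig birds by 1.42 (SE 0.52, edgeR adjusted p = 0.094) in the heart and 2.90 (SE 0.48, edgeR adjusted p = 0.0034) in the liver. A hypothesis is that a glucocorticoid response is stronger in Mig birds, and a score of SGK1, PDK4, ANGPTL4 and GLUL was tested for it. The score was higher by 0.25 in the heart (exact two-sided permutation p = 0.041) and 0.59 in the liver (exact two-sided permutation p = 0.0026). The heart difference was -0.01 at ZT6 and 0.51 at ZT18, none of the 4 genes met the criteria there, and ANGPTL4 was lower (-0.23). In the liver it was 0.24 and 0.93, with SGK1 (0.69) and ANGPTL4 (1.23) past the criteria and PDK4 (0.35) and GLUL (-0.07) not. The hypothesis therefore has uneven support, and hormone levels were not measured. Reads shared between similar transcripts are not a likely cause in the heart, where unique counts gave 1.41, and this was not tested in the liver.

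FSTL1 was lower in Mig birds by -2.43 (SE 0.30, edgeR adjusted p = 9.1e-05) in the heart and -0.52 (SE 0.14, edgeR adjusted p = 0.031) in the liver. STC2 changed with status by -0.30 in the heart and 2.39 in the liver. Status effects were shared between tissues for 316 genes, 308 in the same direction.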
